# Cross talk between the response regulators PhoB and TctD allows for the integration of diverse environmental signals in *Pseudomonas aeruginosa*

**DOI:** 10.1093/nar/gkv599

**Published:** 2015-06-15

**Authors:** Piotr Bielecki, Vanessa Jensen, Wiebke Schulze, Julia Gödeke, Janine Strehmel, Denitsa Eckweiler, Tanja Nicolai, Agata Bielecka, Thorsten Wille, Roman G. Gerlach, Susanne Häussler

## Abstract

Two-component systems (TCS) serve as stimulus-response coupling mechanisms to allow organisms to adapt to a variety of environmental conditions. The opportunistic pathogen *Pseudomonas aeruginosa* encodes for more than 100 TCS components. To avoid unwanted cross-talk, signaling cascades are very specific, with one sensor talking to its cognate response regulator (RR). However, cross-regulation may provide means to integrate different environmental stimuli into a harmonized output response. By applying a split luciferase complementation assay, we identified a functional interaction of two RRs of the OmpR/PhoB subfamily, namely PhoB and TctD in *P. aeruginosa*. Transcriptional profiling, ChIP-seq analysis and a global motif scan uncovered the regulons of the two RRs as well as a quadripartite binding motif in six promoter regions. Phosphate limitation resulted in PhoB-dependent expression of the downstream genes, whereas the presence of TctD counteracted this activation. Thus, the integration of two important environmental signals e.g. phosphate availability and the carbon source are achieved by a titration of the relative amounts of two phosphorylated RRs that inversely regulate a common subset of genes. In conclusion, our results on the PhoB and TctD mediated two-component signal transduction pathways exemplify how *P. aeruginosa* may exploit cross-regulation to adapt bacterial behavior to complex environments.

## INTRODUCTION

Two-component systems consist of a histidine (His) protein kinase that senses a signal input and a response regulator (RR) that mediates the output (1). They are ancient and evolutionarily conserved signaling mechanisms and represent the largest family of signaling systems in the bacterial kingdom. Two-component systems are involved in various signal transduction pathways and enable bacteria to sense, respond and adapt to a wide range of environments, stressors and growth conditions (2,3).

Most of the bacterial RRs are two-domain proteins consisting of a receiver module which is fused to a second output or effector activity domain (4). The output domain often is a DNA-binding module and functions as a transcription factor. Phosphorylation of the RR via its cognate histidine kinase (HK) thereby serves as a control element and e.g. dictates the ability of the RR to bind its target DNA sequence and to elicit a particular response. The great diversity within the sensing domains of the HKs and the effector domains of the RRs allow numerous variations within those two-component systems thus coupling diverse input stimuli to a wide range of output responses.

Bacterial two-component systems have been the subject of intense studies and many studies aimed at elucidating of how signal specificity in cells containing multiple two-component systems is achieved (5,6). Minimization of inappropriate cross-talk of the two-component systems is expected to allow the cell to carry out many diverse reactions robustly and provide a critical level of biological organization within the global transcriptional network. However, given the highly similar sequences and structures of the HKs and the RR proteins, there seems to be a great potential for cross-talk. Despite a variety of mechanisms to minimize unwanted, detrimental communication between distinct pathways, cross-regulation between signaling systems gives the opportunity to integrate information from multiple sources. This should be reflected by the pattern of connections among the two-component systems to build up higher-level-functions. Cross-regulation will allow distinct two-component systems to elicit some of the same responses via their respective RRs that regulate overlapping sets of genes (7). Cross-regulation can be archived at the level of phosphorylation where one RR is phosphorylated by various HKs or low molecular weight phospho-donors (8–10). However, there are also examples of two-component systems that cross-regulate one another at levels other than cross-phosphorylation (11). For example, it has been suggested that protein-protein interactions among the OmpR/PhoB RR subfamily members from *Escherichia coli* display significant interaction specificity suggesting potential cross regulation via RR hetero-pair interactions (12). Furthermore, RRs that are phosphorylated by distinct histidine kinases may confer to cross-regulation by binding to respective binding motifs in the promoter regions of a common sub-set of genes. Thus, those genes are regulated by more than on two-component system that work independently.

In this study, we used the split luciferase complementation assay as a versatile approach to systematically analyze functional protein–protein interactions of the RR PhoB with other members of the OmpR/PhoB RR subfamily in *Pseudomonas aeruginosa in vivo*. PhoB is activated under low phosphate medium conditions and the availability of phosphate has been recognized as an important nutrient and environmental signal that regulates virulence not only in *P. aeruginosa* (13,14) but also in various other bacterial species (15–19). We fused the split C- and N-terminal half of the secreted luciferase from the marine copepod *Gaussia princeps* (GLuc) to PhoB and to 16 RRs of the OmpR/PhoB subfamily, respectively and measured luminescence as a read out. Our results indicate that the protein-fragment complementation assay (PCA) can be used to measure OmpR/PhoB subfamily member interactions in *P. aeruginosa* and we identified a functional interaction of PhoB with the RR TctD *in vivo*. Further transcriptional profiling and chromatin immunoprecipitation (ChIP-seq) experiments uncovered the regulons and binding motifs of PhoB and TctD, respectively which were located close to each other in the promoter regions of an overlapping set of inversely regulated genes.

## MATERIALS AND METHODS

### Strains and growth conditions

Bacterial strains and plasmids used in this study are listed in Supplementary Table S1. *P. aeruginosa* strains (PA14 and PAO1) were cultivated in lysogeny broth (LB) at 37°C with shaking at 180 rpm. Alternatively, strains were cultivated under conditions, which either favored or inhibited *phoB* or *tctD* expression. Therefore strains were grown in DeMoss medium (10 g/l DL- Alanin; 20 ml/l Glycerol; 20 mM MgCl2; 0.1 M Na2SO4, 50 μM Fe(III)Citrat, pH 7.5) supplemented with low phosphate (0.8 mM K2HPO4) and high phosphate (4 mM K2HPO4), respectively, or M9 minimal medium with 10 mM citrate or 10 mM glucose. *E. coli* DH5*α* was routinely used for subcloning and propagation, *E. coli* S17-1 and WM3064 for bacterial conjugations. For plasmid selection and maintenance, antibiotics were added at the following final concentrations (μg/ml): for *E. coli*, ampicillin 100; gentamicin 15; for *P. aeruginosa*, carbenicillin 400; gentamicin 30. For gene expression L-arabinose (Sigma) was added to the culture medium in the induction range between 0.1% and 0.2% of L-arabinose.

### Plasmid and strain construction

Primers used are listed in Supplementary Table S2. The *gluc* gene encoding the luciferase enzyme of *Gaussia princeps* was amplified by polymerase chain reaction (PCR) from plasmid pBAD24-*gluc* (20) using a forward primer harboring a ribosomal binding site and the ATG start codon and a reverse primer with the stop codon TGA. PCR products were introduced into pHERD20T (21) under control of *P*_BAD_ resulting in pHERD20T-*P*_BAD_-*gluc*.

We constructed the pHERD20TGLucNNfus vector to perform split gaussia complementation assays. This vector harbored synthetic DNA fragments designed as follows: a cloning site for the gene of interest with EcoRI/SacI restriction sides in front of a linker sequence and the N-terminal part of *gluc* gene followed by stop codon and a KpnI restriction side; and a cloning site for the interacting gene of interest with KpnI/XbaI restriction sides in front of the linker sequence and the C-terminal part of the *gluc* gene followed by stop codon and HindIII side.

To construct pHERD20T-P_BAD_-RR-N*gluc-phoB*-C*gluc* the *phoB* gene was introduced within the KpnI and XbaI restriction site of pHERD20TGLucNNfus. To investigate the interaction of various response regulators with PhoB the respective genes (*bfmR, creB, gltR, amgR, pmrA, kdpE, parR, copR, pfeR, tctD*, PA1437, PA4381, PA2479, PA0929, PA3077, PA2523 and *pilH* as a negative and *phoB* as a positive control) were introduced within the EcoRI-SacI restriction site to generate a fusion protein with the NGLuc. In all genes introduced into the vector the respective stop codons were removed. Furthermore a ribosomal binding site was introduced (Supplementary Table S1).

A PAO1Δ*phoB* mutant was constructed according to a modified protocol using overlap extension PCR (22) and the gene replacement vector pEX18Ap. Regions up- and downstream of *phoB* were amplified by PCR. The primer *phoB*-up-RV and *phoB*-down-FW harbored complementary sequences (18 nt). The two corresponding PCR products were fused in a second PCR and the obtained fragment (the *phoB* gene harboring a deletion of 670 bp) was introduced in pEX18Ap resulting in pEX18Ap-up-*phoB*-down-*phoB*. The vector construct was transferred to PAO1 by two-parental mating using the donor strain *E. coli* S17-1. Selection of the PAO1Δ*phoB* deletion mutant was performed on sucrose (10%) and carbenicillin supplemented LB agar. The PAO1Δ*tctD* knockout mutant was generated by the gene replacement method with use of plasmid pEX18Ap and a gentamicin resistance cassette flanked by Flipase Recombination Target (FRT-Gm) originating from plasmid pPS856 (23). The mutant fragment was constructed by PCR extension overlap (24) during which the BamHI site was introduced between the upstream and downstream region of the target gene and this restriction site was used to insert the FRT-Gm. The resulting plasmid pEX18Ap*ΔtctD-Gm*, was transferred to PAO1 by two-parental mating using the donor strain *E. coli* S17-1. The occurrence of the double cross-over was checked by plating at least 30 colonies from the mating result on gentamicin and carbenicillin (400μg/ml) containing agar plates. Gentamicin resistant and carbenicillin sensitive bacteria were isolated and the insertion of the FRT-Gm cassette ensured by PCR. Finally the FRT-Gm cassette was removed from the chromosomal DNA with help of flipase encoded on pFLP3 plasmid (25). The PAO1Δ*phoB*Δ*tctD* double knock out mutant was generated by the use of the same protocol except that the pEX18Ap*ΔtctD*-Gm was transferred to the PAO1Δ*phoB* mutant instead of wild-type strain.

For purification of PhoB and TctD, the corresponding genes were amplified without stop-codons using primers listed in S1 and cloned into the NdeI–HindIII and NdeI–XhoI sites, respectively, of pET21a(+) thereby fusing the gene to a C-terminal His_6_-tag. Obtained constructs were confirmed by restriction analysis and sequencing prior to transformation into *E. coli* BL21(DE3).

For ChIP-seq experiments, pJN105-RBS-*phoB*-his8 was constructed using a *phoB* reverse primer additionally encoding eight copies of a His tag (8×His).

### Quantitative real-time PCR

Total RNA was extracted from cell pellets of 3 × 10^9^ bacteria using the RNeasy Plus Kit (Qiagen) in combination with Qiashredder columns (Qiagen) according to the manufacturer's instruction. The nucleic acids were treated with DNA-free™ kit from Ambion and the yield of total cellular RNA was determined by spectrophotometry (Nanodrop, Thermo Scientific). To quantify mRNA levels, the RNA was applied as a template for random-primed first-strand cDNA synthesis by using SuperScript III Reverse transcriptase (Invitrogen) according to the manufacturer's instructions. The cDNA was used as a template for quantitative PCR by using the SYBR Green Kit (Quiagen) and the Light Cycler®480 instrument (Roche). Primers are listed in Supplementary Table S2. The following cycling conditions were applied for all primer combinations in a reaction volume of 25 μl: 5 min at 95°C for denaturation, 40 cycles of amplification with 15 s at 95°C and 30 s at 60°C and final cooling step at 4°C. The cycle threshold (CT) was determined automatically by use of Real-Time 7300 PCR software. Expression was normalized against the ribosomal gene *rpsL* and the relative expressions were calculated from at least three biological and two technical replicas. The expression is given as the fold change with the standard deviations (26).

### Protein expression and purification

The purification of PhoB and TctD was performed as previously described (27). Briefly, *E. coli* BL21(DE3) cells carrying either pET21::phoB or pET21::tctD were grown in LB supplemented with 100 mg/ml ampicillin broth at 20°C. Expression was induced with 0.1 mM isopropyl-1-thio-b-Dgalactopyranoside (IPTG) at an OD600 of 0.5 to 0.7. After overnight incubation, bacteria were harvested and bacterial pellets were resuspended in cold lysis buffer (50 mM NaH_2_PO_4_, pH 8.0, 300 mM NaCl, 10 mM imidazole) containing 1 mM DTT, 1 mg/ml lysozyme, protease inhibitors (Complete mini, EDTA free, Roche) and Benzonase Nuclease (Novagen). Cells were then lysed by sonification and the cell-free supernatant was incubated with nickel-nitrilotriacetic acid agarose resin (Qiagen) for 1 h at 4°C. The resins were washed with lysis buffer and proteins were eluted with 50 mM NaH_2_PO_4_, pH 8.0, 300 mM NaCl and 250 mM imidazole. After SDS-PAGE analysis, fractions containing pure protein were pooled and dialyzed for 16 h at 4°C in 50 mM NaH_2_PO_4_, pH 8.0, 300 mM NaCl. The protein concentration was determined by using the Bradford-based Roti^®^-Quant solution following manufacture's instructions (Roth).

### Electrophoretic mobility shift assay (EMSA)

Electrophoretic mobility shift assays (EMSAs) were conducted using purified His_6_-PhoB and His_6_-TctD and fluorescence-labeled DNA fragments. The DNA probes of about 200 bp in length were generated by PCR amplification using primers listed in S2, which were ordered from Metabion (Martinsried, Germany) and carried the IRDye700 label (excitation wavelength λex 685 nm, emission wavelength λem 705 nm) at their 5′ end. As non-specific control a DNA fragment of the coding region of the house-keeping gene *gltA* was used. For binding reaction, 20 ng of specific DNA probe was incubated with varying amounts of purified protein in binding buffer (20 mM Tris–HCl, pH 7.5, 50 mM NaCl, 1 mM EDTA, 1 mM DTT, 100 μg/ml BSA, 150 ng/μl poly(dIdC), 5% glycerol; (28). The reaction samples (15 μl) were incubated at room temperature in the dark for 30 min before being electrophoresed on native 5% Mini-Protean^®^ Tris-borate-EDTA polyacrylamide (TBE) precast gels (Bio-Rad) in TBE buffer (89 mM Tris base, 89 mM boric acid, 2 mM EDTA) at 4°C at 90 V for 1.5 h. Gels were scanned at 0.5 μm resolution with a Odyssey CLx Infrared imaging system (LI-COR) using the BPFR700 filter and 689 nm as excitation wavelength. Images were conducted with Image Studio® software. Each experiment was performed at least in triplicates.

### Recombinant *Gaussia* luciferase assays

Bacterial cell lysates were cleared by centrifugation and stored at −20°C (storage of even several days did not lead to significant losses of Gluc activity). To measure Gluc activity 60 μl of Coelentrazin (10 μM, dissolved in phosphate buffered saline) (Biotium, Hayward, CA, USA) was subjected to 100 μl of lysate within a 96-well polystyrene plate. Luminescence measurements were carried out in 96-well white flat-bottom plates by the use of a Centro XS3 LB 960 microplate Luminometer (Berthold Technologies). The reaction was started by well-wise addition of the substrate, wells were shaken for 1 second and luminescence was measured after 4 s for 4 s at 480 nm. Luminescence is given as the relative luminescence of 100 μl of the cultures measured in a 96-well plate divided by the OD_600_ (relative luminescence units, RLU/OD_600_). All results represent the mean of at least two independent replicates.

### mRNA profiling

For mRNA profiling, two independent experiments were performed and each experiment included pooling of three individual main cultures. RNA was prepared from PA14 wild-type, PA14 *tctD::Tn* and PA14 ΔPhoB strains grown in DeMoss medium under low phosphate concentrations. RNA extraction, cDNA library preparation and deep sequencing were performed as previously described (29). In brief, cells were harvested after addition of RNA protect buffer (Qiagen) and RNA was isolated from cell pellets using the RNeasy plus kit (Qiagen). mRNA was enriched (MICROBExpress kit (Ambion)), fragmented and ligated to specific RNA-adapters containing a hexameric barcode sequence for multiplexing. The RNA-libraries were reverse transcribed and amplified resulting in cDNA libraries ready for sequencing. All samples were sequenced on an Illumina Genome Analyzer II-x in the Single End mode with 66 cycles.

### Quantification of gene expression

Sequence reads were separated according to their barcodes and barcode sequences were removed. The reads were mapped to the genome sequence of the reference strain wild-type *P. aeruginosa* PA14 using Stampy (30) with default settings. The R package DESeq (31) was used for differential gene expression analysis. Genes were identified as differentially expressed if they fulfilled the following criteria: (i) their logarithmic fold change, log_2_FC, was higher than 1 or lower than −1 in a comparison of the *phoB* or *tctD* mutant with the wild-type strain and (ii) the Benjamini–Hochberg corrected *P*-value, *P*_adj_, was smaller than 5%.

### Chromatin immunoprecipitation followed by deep sequencing

For detection of PhoB-bound promoters one ChIP-seq experiment was performed for the PhoB overexpressing strain and one for the wild-type control, and each experiment included pooling of two individual cultures of 50 ml. ChIP-seq was applied to four 20-ml cultures of PA14 (pJN105-RBS-sigXhis8) and PA14 (pJN105) as a control strain under the same culture conditions as described in the section on mRNA profiling. Detailed description of the experimental protocols is available in (32). The DNA libraries were sequenced on an Illumina Genome Analyzer IIx in the single end mode with 72 cycles.

### Analysis of ChIP-seq data

Adapter sequences were removed using the fastq-mcf script that is part of the EA-utils package (33). We used the Bowtie aligner (34) to map the reads against the PA14 reference sequence. Model-based analysis of ChIP-seq (MACS) (35) was applied for peak detection using a *P*-value cutoff of 5% and shift size 30 for the peak modeling, using the control sample for false discovery rate estimation. Promoter hits were considered significant when they had an enrichment factor (EF) of at least 32 and a *P*-value of 0.0001.

### Definition and functional profiling of the PhoB regulon

Motif search was performed using the MEME suite (36) on promoter regions whose respective genes (i) showed a PhoB-dependent downregulation in the PA14 ΔPhoB and (ii) were identified in the ChIP-seq experiment. These criteria were met by 40 candidates, whereas there was a significant overlap between the genes detected by ChIP-seq and RNA-seq approaches (hypergeometric test, *P*-value of 10^−14^). Promoter regions were defined as sequences 500 bp upstream of the respective start codon. The MEME parameters ‘-anr –minw 15 –maxw 30’ were specified and the DNA option ‘search given strand only’ was activated. Furthermore, a PA14 background Markov model of first order was supplied. Next, the obtained motif was submitted to MAST (36) to identify putative PhoB binding sites in all promoter regions of the *P. aeruginosa* PA14 genome. Strand-specific promoter hits with a *P*-value cutoff of 10^−3^ were regarded as significant, summing up to 720 candidate promoters. To define the primary PhoB regulon, genes were selected which fulfilled at least two of the following three criteria: (i) exhibited PhoB-dependent regulation of expression, (ii) had a promoter that was enriched in ChIP-seq experiments and (iii) had a promoter that contained a PhoB binding site. Finally, statistical significance of the candidate genes was checked by performing a hypergeometric test on the intersections ChIP-seq/RNA-seq, RNA-seq/Motif search and ChIP-seq/Motif search, where all comparisons but RNA-seq/Motif search returned *P*-values < 0.05. The final set of 188 genes was functionally characterized using the PseudoCAP annotation (30) following the steps described in (32). An enrichment value of 1.5 was defined as over-representation and a value of 0.66 as under-representation.

## RESULTS

### Recombinant *Gaussia* luciferase activity in *P. aeruginosa*

In this study we used the small (18kDa), secreted luciferase from the marine copepod *Gaussia princeps* (GLuc) as a sensitive marker and reporter system. We first cloned the codon-optimized gene encoding GLuc into the shuttle vector pHERD20T, which induces protein expression under the control of a *P*_BAD_ arabinose inducible promoter and expressed this vector (pHERD20T-GLuc) in *P. aeruginosa* PAO1 as well as PA14. The highest expression of the GLuc was observed in the induction range between 0.1% and 0.2% of L-Arabinose for both *P. aeruginosa* strains. Figure 1 demonstrates bioluminescence activity of transformed PAO1 and PA14 *P. aeruginosa* strains as measured during the late exponential growth phase. Of note, luminescence activity of living bacterial cells after addition of the substrate was much higher in PAO1 as compared to PA14. This variation seems to be due to a difference in the activity of efflux pumps or the permeability of the cell membrane for the GLuc substrate coelenterazine, since testing of cell lysates of both strains did not show a differential in luminescence (data not shown). Monitoring luminescence throughout the growth phase of *P. aeruginosa* PAO1 cultures (Supplementary Figure S1) revealed that luminescence was not detected before 5 h of growth. The highest luminescence intensities were observed in the second stage of exponential growth and dropped to less than half maximum levels when bacterial cells entered the stationary phase.

**Figure 1.**
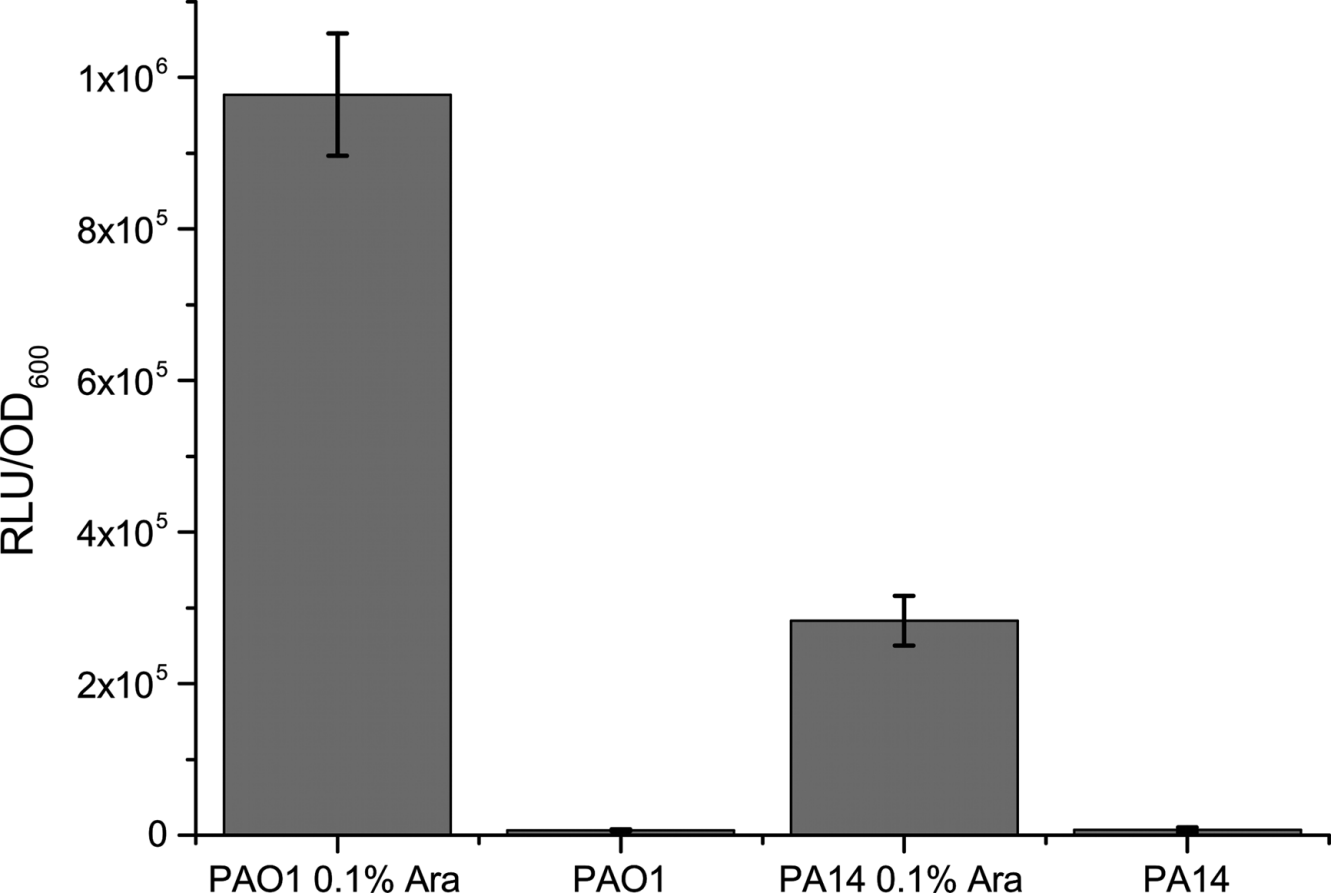
The luminescence signal expressed as Relative Luminescence Units normalized to the bacterial OD_600_, RLU/OD_600_, was recorded after bacterial growth to late exponential growth phase (7 h, OD_600_ = 2.0) under the addition or absence of 0.1% L-Arabinose. Mean values and standard deviation of three biological replicas are shown.

### Split *Gaussia* protein fragment complementation assay to monitor PhoB protein functional interactions with other response regulators of the OmpR/PhoB subfamily in *P. aeruginosa*

PhoB acts as a homodimer to induce the transcriptional expression of the PhoB/R-dependent (PHO) regulon. Recently, Gao *et* *al*. have systematically analyzed possible protein–protein interactions among 14 OmpR/PhoB subfamily members from *E. coli* and found that RRs of the OmpR/PhoB subfamily displayed significant interaction specificity (12). However, they also found-albeit weak-hetero-pair interactions, suggesting potential cross regulation between distinct two-component pathways. In this study we evaluated the use of the split *Gaussia* luciferase PCA as an *in vivo* assay to screen for functional interactions between PhoB subfamily RR members in the bacterial model organism *P. aeruginosa*. We therefore fused the split C-terminal half of the luciferase to the RR PhoB and the N-terminal half to 16 RRs of the Ompr/PhoB subfamily (BfmR, CreB, GltR, AmgR, PmrA, KdpE, ParR, CopR, PfeR, TctD, PA1437, PA4381, PA2479, PA0929, PA3077, PA2523 and to PilH as a negative and PhoB as a positive control), respectively and measured luminescence as a read out in the PAO1 *phoB* deletion mutant. The strongest signal was observed for the reporter strain where both split GLuc were fused to PhoB. Although none of the fusions with other RRs reached the bioluminescence levels of the PhoB homo-dimerization signal, the TctD/PhoB split constructs gave a clear luminescence signal (Figure 2). TctD is a RR of the two component system TctDE, which was described to regulate expression of the *tctCBA* operon encoding a tricarboxylate transport system in *Salmonella* Typhimurium (37). In *P. aeruginosa* the homologous *tctCBA* operon harbors an additional gene, *opdH*, encoding for an outer membrane protein (38).

**Figure 2.**
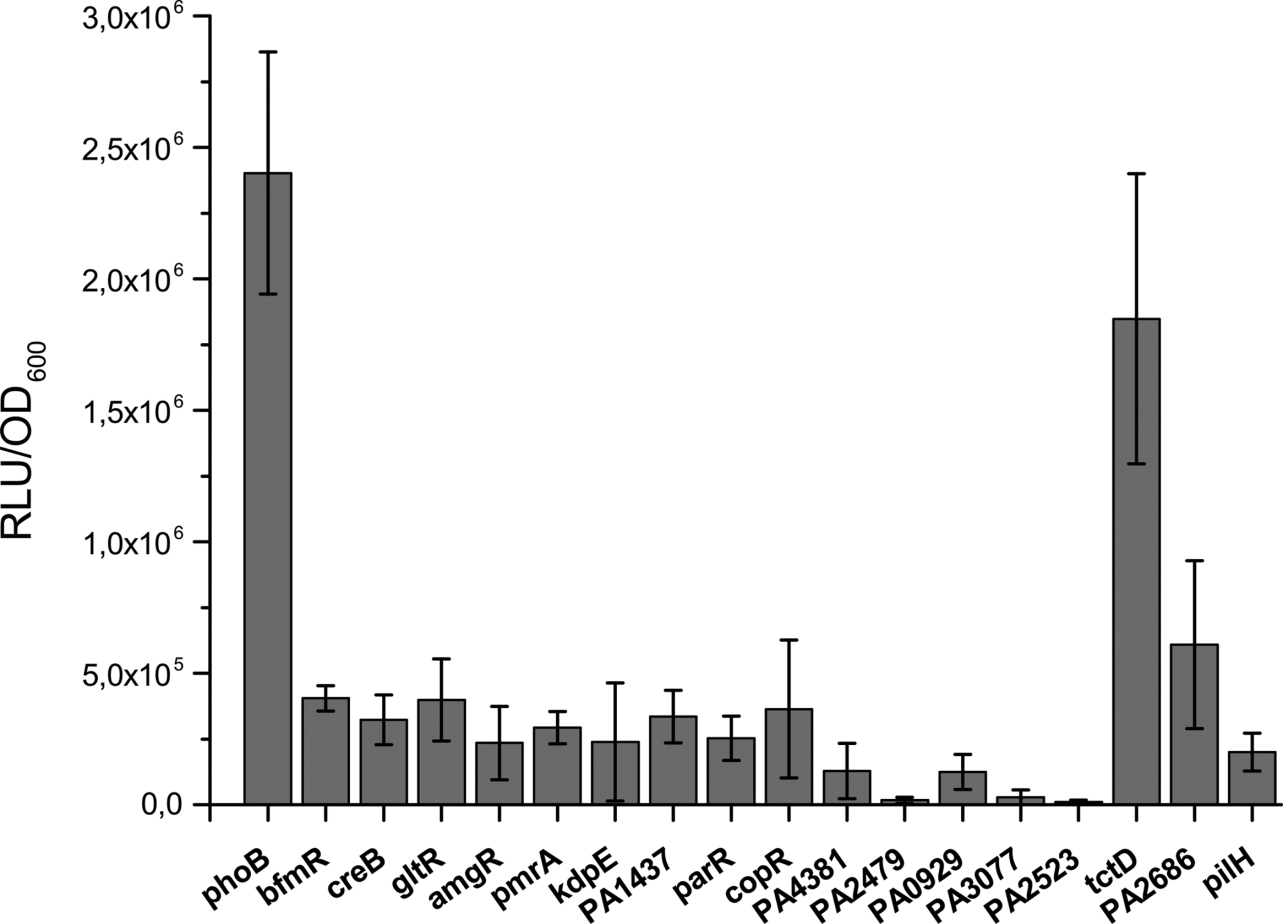
The *Pseudomonas aeruginosa* PAO1 *phoB* deletion mutant carrying split GLuc constructs was grown in DeMoss minimal medium under low phosphate conditions (0.8 mM P_i_) until exponential phase. All samples were induced with 0.01% Arabinose. Relative luminescence values of split N-terminal half of the luciferase to the response regulator PhoB and C-terminal luciferase to 16 response regulators of the PhoB subfamily in comparison to the Phob/PhoB split Gaussia samples are depicted.

### The response regulators PhoB and TctD have opposing effects on the transcription of a common set of genes

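RNA-seq libraries were made from 3 strains, the PA14 wild-type, the Δ*phoB* mutant and the *tctD* transposon mutant, with 2 libraries per strain, each from 3 pooled cultures grown in DeMoss medium with 0.8 mM phosphate to an OD_600_ of 2. The authors mapped the 66-cycle single-end reads to the PA14 genome with Stampy and deposited the number of reads counted on each of 6014 genes, without normalization. The total counts were 4189154 and 2049766 in the 2 Δ*phoB* libraries, 3988931 and 2376469 in the *tctD* mutant libraries and 3545181 and 2450573 in the wild-type libraries. Ribosomal RNA genes took 75.3, 78.8 and 75.3% of the counts in replicate 1 of the Δ*phoB* mutant, *tctD* mutant and wild-type and 48.2, 52.7 and 49.3% in replicate 2, with 95% Wilson intervals at most 0.137 percentage points wide, which cover counting error only. Between 844537 and 1242161 counts per library lay on other genes. The counts were compared here with edgeR's quasi-likelihood test after TMM normalization, with all 6 libraries in one model, and 4981 genes passed edgeR's filter on low counts with a minimum count of 10. Genes were called at the paper's thresholds, a log2FC above 1 or below −1 and a Benjamini-Hochberg adjusted p under 0.05. The paper used DESeq. With 2 libraries per strain no single gene can reach a small p in a permutation test, so all adjusted p-values come from models fitted across genes. The replicates of one strain differed by more than the sampling noise, with chi-square values per degree of freedom of 16.1 in the Δ*phoB* mutant, 9.41 in the *tctD* mutant and 19.2 in the wild-type.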

To determine whether there is a common set of genes regulated by both PhoB and TctD, we performed RNA-seq under low phosphate medium conditions. 

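Reads on the mutated genes were examined in every library. *phoB* (PA14_70750) had 52 and 48 reads in the Δ*phoB* libraries, 399 and 383 in the *tctD* mutant libraries and 345 and 592 in the wild-type libraries, a log2FC of −3.25 in the Δ*phoB* mutant (standard error 0.29, adjusted p = 5.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *phoR* (PA14_70760) fell with it, with a log2FC of −2.52 (standard error 0.28, adjusted p = 0.000321 from the same edgeR test). In the *tctD* transposon mutant, *tctD* (PA14_54510) had 60 and 106 reads against 12 and 17 in the wild-type libraries, a log2FC of 2.60 (standard error 0.33, adjusted p = 0.00825), so that reads on the disrupted gene rose in both libraries. The adjacent PA14_54500 had 7 and 29 reads in the *tctD* mutant and 30 and 29 in the wild-type, a difference within the spread between replicates (log2FC −0.67, adjusted p = 0.84).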

We therefore selected the PA14 *tctD*::Tn transposon mutant from the PA14 Harvard Medical School library (39) and generated a *phoB* deletion mutant in *P. aeruginosa* PA14. All differentially expressed genes in both mutants as compared to the PA14 wild-type are listed in Supplementary Table S3. A total of 96 genes were downregulated in the Δ*phoB* mutant as opposed to PA14, whereas 10 genes were upregulated at least two-fold. 

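At these thresholds, 73 genes were downregulated and 7 upregulated in the Δ*phoB* mutant in the edgeR analysis of the deposited counts. All 73 downregulated genes are among the 96 downregulated genes of Supplementary Table S3, and 95 of those 96 were tested and had a log2FC below −1. Over the 90 genes for which that table gives a log2FC as a number, the values here differed from the paper's by a median of 0.04. Of the upregulated genes, 4 are in the table and 3 are not. edgeR's exact test moved these numbers by the most genes, to 103 downregulated and 31 upregulated. With the replicate number from the labels as a block in the model (replicate block), they were 88 and 14; the fit without it was set before the data were examined. The paper describes 2 independent experiments, and replicate 1 had the larger share of ribosomal RNA and the smaller TMM factor in all 3 strains (0.70 and 1.67 in the Δ*phoB* mutant, 0.58 and 1.39 in the *tctD* mutant and 0.73 and 1.43 in the wild-type), so the replicate number goes with a difference in library composition that the strains share. Over 2660 genes after normalization, replicates with the same number did not deviate together in the Δ*phoB* mutant and the wild-type (correlation of deviations −0.123) or in the Δ*phoB* and *tctD* mutants (−0.136), but did in the *tctD* mutant and the wild-type (0.293). The largest rise was that of PA14_70740, with 2506 and 2736 reads in the Δ*phoB* libraries and 236 and 175 in the wild-type libraries (log2FC 3.56, standard error 0.33, adjusted p = 7.19e-05). By locus tag, this gene lies next to the deleted *phoB* (PA14_70750), and an effect of the deletion on its neighbour was not tested. After PA14_70740 came *aspA* (PA14_71650), *coxG* (PA14_01310), *coIII* (PA14_01320) and PA14_39540, with log2FCs of 2.55, 2.17, 1.81 and 1.68. *aspA* was not past the thresholds with DESeq2's Wald test. The largest falls were those of PA14_15600, PA14_15580, *merA* (PA14_15460), *merR* (PA14_15480) and *repC* (PA14_15400), with log2FCs of −11.07, −10.38, −9.89, −9.65 and −9.20. These 5 genes lie in a block of 25 consecutive genes, PA14_15350 to PA14_15610, which had 10 and 8 reads in all in the Δ*phoB* libraries, 2544 and 4689 in the wild-type libraries and 2837 and 4151 in the *tctD* mutant libraries. Of the 96 downregulated genes of the paper, 24 lie in this block, and 22 of the 73 called here do. The gene before the block, *guaA* (PA14_15340), had 372 and 429 reads in the Δ*phoB* mutant and 279 and 366 in the wild-type. Without the block in the data, which removes those 22 genes, 47 genes were downregulated and 3 upregulated.

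**Figure D1:**
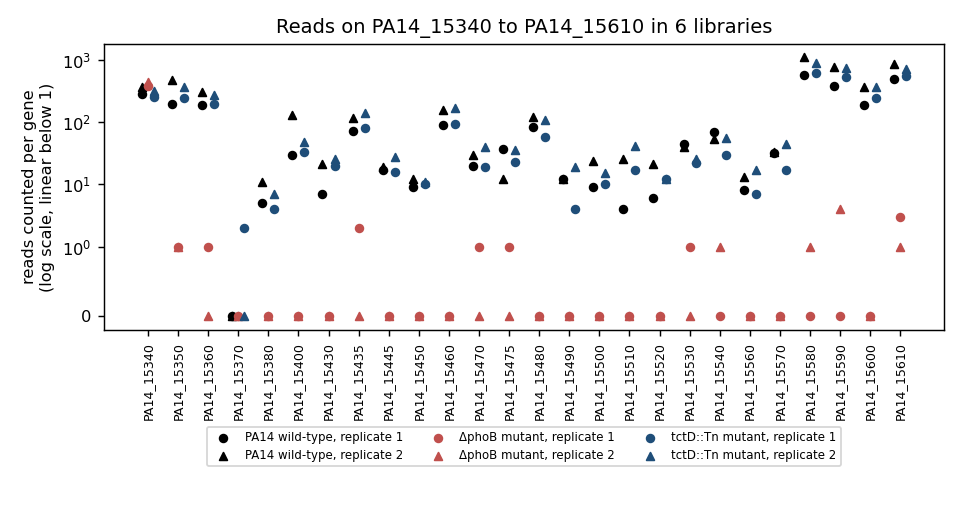
Reads counted on each gene from PA14_15340 to PA14_15610 (horizontal axis, in the order of the genome) in the 6 libraries; the vertical axis is logarithmic and linear below 1, black, red and blue stand for the wild-type, the Δ*phoB* mutant and the *tctD* mutant, circles for replicate 1 and triangles for replicate 2. No gene after PA14_15340 has more than 4 reads in a Δ*phoB* library.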

Interestingly, in the *tctD* transposon mutant only 14 genes (organized in 10 operon structures) were found to be differentially regulated. 

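In the *tctD* transposon mutant, 7 genes passed the thresholds in the edgeR analysis, all of them upregulated and all of them listed in Supplementary Table S3. They are *tctD* itself, 5 genes from PA14_54520 to PA14_54580 and PA14_56560. The 5 genes are treated here as the *opdHtctCBA* operon, without an annotation. The paper names only *opdH*, *tctC*, *tctB* and *tctA* in it. No gene was downregulated past the thresholds, while 142 genes had a negative log2FC with an unadjusted p under 0.05. Of these, 42 had a log2FC below −1, against 88 genes above 1 at the same unadjusted p. Among 4981 tested genes, many reach such a p by chance, so these numbers do not count changed genes. edgeR's exact test gave 17 upregulated genes and 1 downregulated gene, DESeq2's Wald test 10 and 0, and the fit with the replicate block 7 and 0. All 9 genes of Table 1 had an unadjusted p under 0.05 in the edgeR analysis and more normalized reads in both *tctD* mutant libraries than in both wild-type libraries, but after adjustment over 4981 genes only PA14_56560 stayed under 0.05 (log2FC 1.79, standard error 0.25, adjusted p = 0.0152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).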

Among them was the *opdHtctCBA* operon. 

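*opdH* (PA14_54520) had 711 and 1294 reads in the *tctD* mutant libraries, 10 and 11 in the wild-type libraries and 20 and 5 in the Δ*phoB* libraries. Its log2FC in the *tctD* mutant was 6.63 (standard error 0.48, adjusted p = 9.46e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest rise of all genes past the threshold. The other genes of the operon rose less, PA14_54540 by a log2FC of 4.33, PA14_54550 by 3.95, PA14_54570 by 3.99 and PA14_54580 by 3.54, with adjusted p-values between 5.83e-05 and 0.00888 from the same test. For the next gene, PA14_54590, no change was detectable (log2FC 0.04, adjusted p = 0.982). In the Δ*phoB* mutant none of the 5 genes passed the thresholds.

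**Figure D2:**
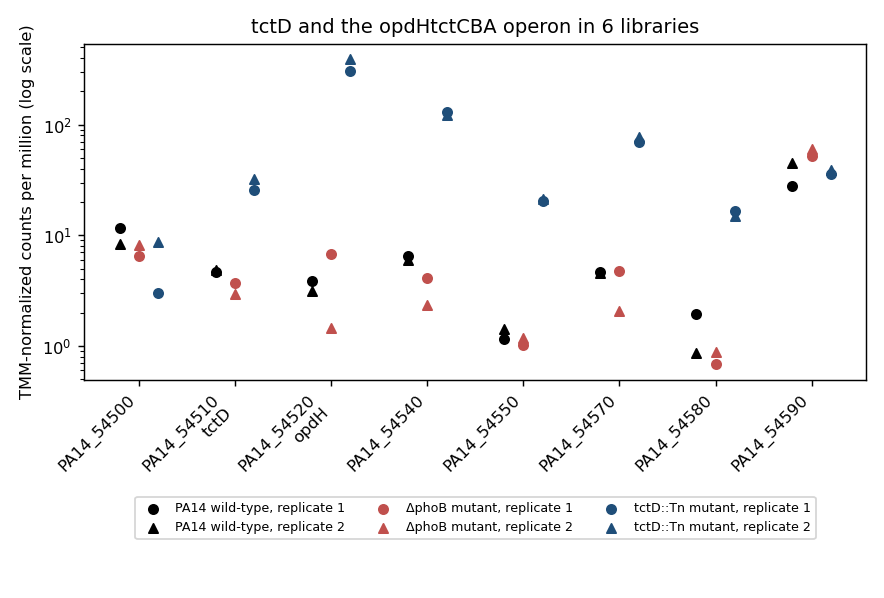
TMM-normalized CPM (vertical axis, logarithmic) of *tctD*, the *opdHtctCBA* operon and the genes next to them (horizontal axis) in the 6 libraries; black, red and blue stand for the wild-type, the Δ*phoB* mutant and the *tctD* mutant, circles for replicate 1 and triangles for replicate 2. Both *tctD* mutant libraries lie above all others from PA14_54510 to PA14_54580 and not at PA14_54500 or PA14_54590.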

Strikingly, with the exception of this operon, *tctD* itself and one additional gene (*ugd*), all of the TctD regulated genes were also regulated by PhoB. However, genes that were upregulated in the *tctD* mutant were downregulated in the *phoB* mutant (Table 1).

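Among the 9 genes of Table 1, 8 had a negative log2FC in the Δ*phoB* mutant and fewer normalized reads in both Δ*phoB* libraries than in both wild-type libraries. Of these 8 genes, 5 passed the thresholds in the edgeR analysis: PA14_13330, *oprO* (PA14_21610), *grtA* (PA14_22600), PA14_56560 and PA14_56570. The other 3 had adjusted p-values of 0.0612 for *glpQ* (PA14_04550), 0.138 for PA14_20491 and 0.0528 for PA14_55320. All 8 passed with edgeR's exact test, 7 without the filter on low counts, 6 with DESeq2's Wald test, 6 with the replicate block and 3 with the replicate block and crossed numbers in the *tctD* mutant, a setting chosen after seeing the data. *ugd* (PA14_38360) had 26 and 43 reads in the Δ*phoB* libraries and 12 and 42 in the wild-type libraries, a log2FC of 0.33 (standard error 0.41, adjusted p = 0.836 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value lay between −0.16 and 1.22 when each library was left out in turn. A change of *ugd* in the Δ*phoB* mutant was not detectable beyond the spread between replicates.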

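*glpQ* had 85 and 85 reads in the *tctD* mutant, 16 and 32 in the wild-type and 6 and 6 in the Δ*phoB* mutant. Its log2FC was 1.98 in the *tctD* mutant (standard error 0.33, adjusted p = 0.0639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −2.01 in the Δ*phoB* mutant. PA14_56560 was the only gene past the thresholds in both mutants, with log2FCs of 1.79 and −2.98; its neighbour PA14_56570, with 0 and 0 reads in the Δ*phoB* libraries, had 1.83 and −7.56. The log2FCs of the 9 genes in the *tctD* mutant lay between 1.32 for PA14_13330 and 1.98 for *glpQ*. *oprO* was the least certain of them. It had 33 reads in wild-type replicate 1 and 447 in replicate 2, 440 and 1108 in the *tctD* mutant and 5 and 9 in the Δ*phoB* mutant, and its log2FC of 1.88 in the *tctD* mutant (adjusted p = 0.713) lay between 1.03 and 4.37 when each library was left out in turn. For *ugd* and PA14_55320 the corresponding ranges were 1.31 and 2.69, and 1.11 and 2.71. All 9 genes kept a log2FC above 1 in the *tctD* mutant whichever library was left out, but they are the genes the paper selected from these libraries for such a change. In the Δ*phoB* mutant, the genes with a negative log2FC all stayed below −1 in these fits. The log2FC of PA14_20491 there lay between −2.41 and −1.15, that of PA14_55320 between −3.40 and −1.80 and that of *oprO* between −5.84 and −2.505. The number of genes past the thresholds in both mutants with opposite signs was 1 in this fit, 7 with edgeR's exact test, 3 with DESeq2's Wald test, 4 without the filter on low counts, 1 with the replicate block and 0 when only the 2 groups compared entered each fit.

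**Figure D3:**
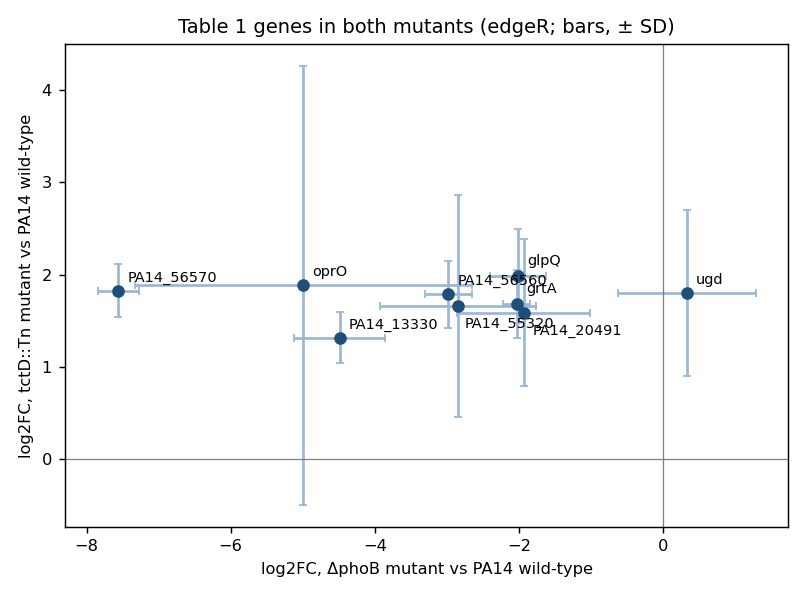
log2FC of the 9 genes of Table 1 in the Δ*phoB* mutant (horizontal axis) and in the *tctD* mutant (vertical axis), each against the wild-type; bars show ± SD from the spread between the 2 libraries of each group. All 9 genes lie above 0 on the vertical axis, 8 lie below 0 on the horizontal axis, and the bars of *oprO* are the longest.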

**Table 1.** Differentially expressed genes in the PA14 *tctD*:Tn and their level of expression in the PA14 *phoB* deletion mutant

			Δ*phoB* vs PA14 WT		*tctD*:Tn vs PA14 WT		PhoB ChIP-Seq		**	**
Gene ID	PAO1 ID	name	log2FC	*P*-value	log2FC	*P*-value	log2FC	*P*-value	PhoB	TctD
PA14_04550	PA0347	***glpQ***	−2.03	5.56E-03	2.01	8.3E-05	8.40	2.23E-272	+	+
PA14_13330	PA3910		−4.55	7.17E-30	1.31	2.5E-03	5.70	1.13E-47	+	+
PA14_20491	PA3368		−1.91	6.08E-03	1.61	1.2E-02	6.05	9.89E-66	+	+
PA14_21610	PA3280	***oprO***	−5.06	1.67E-35	1.87	1.0E-07	7.08	2.55E-202	+	+
PA14_22600		***grtA***	−2.07	1.96E-03	1.68	1.7E-03	*8.47	*0.00	*	*
PA14_38360	PA2022	***ugd***	0.34	1	1.83	1.4E-02	8.55	0.00	+	+
PA14_55320	PA0696		−2.85	1.37E-06	1.67	4.1E-03			(+)	+
PA14_56560	PA4350		−3.01	3.99E-11	1.79	9.3E-06	8.40	0.00	+	+
PA14_56570	PA4351		<-10	5.67E-10	1.84	4.3E-04	*	*	*	*

The enrichment of promoter regions as determined by the use of PhoB ChIP-seq experiments and the presence of DNA-binding motifs in the promoter regions are also shown.

*detected in the promoter region of the operon.

**P-value cutoff 10^−3^.

(+)longer spacer or weak motif.

### Genome-wide mapping of PhoB-binding regions

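ChIP-seq consisted of 1 library from the strain that overexpressed His-tagged PhoB and 1 from the control strain with the empty vector, each from pooled cultures at 0.8 mM phosphate, so that no replicate spread can be given for any value. The paper gives both 2 pooled cultures of 50 ml and 4 cultures of 20 ml; its results text gives the Δ*phoB* mutant as the host of tagged PhoB and the sample labels the wild-type. The authors aligned 72-cycle single-end reads to the PA14 genome with Bowtie, called enriched regions with MACS 1.4.2 against the control and deposited the number of reads covering each base on each strand. The headers of the deposited coverage give 4844722 reads for the PhoB library and 5344248 for the control, whereas the header of Supplementary Table S4 gives 2717823 and 2763705 tags, of which 1217049 and 2096750 were left after MACS kept 1 tag per position. The mean coverage over both strands was 29.9 in the PhoB library and 30.4 in the control, and the median 9 and 27. For the comparisons here, the coverage of both strands was added and each library was divided by its mean over the genome; dividing by the median outside the listed regions (8 and 25) makes every ratio of PhoB ChIP to control signal larger. With the scaling by the mean, the median ratio over windows of 200 bp outside the listed regions was 0.314, with most of the PhoB ChIP signal in the listed regions.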

We next complemented our transcriptome data with chromatin immunoprecipitation (ChIP-seq) experiments to define the primary regulon of *P. aeruginosa* PhoB and thus to differentiate direct from indirect PhoB-dependent regulation of genes. We constructed a variant of PhoB containing a 8xHis-tag, introduced this into the PA14 Δ*phoB* and sequenced PhoB bound genomic DNA upon L-arabinose induced *phoB* overexpression and growth under low phosphate conditions. All genomic regions showing significant (*P*-value ≤ 0.05) ChIP-seq enrichment are listed in Supplementary Table S4. 

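Supplementary Table S4 lists 929 regions with a median length of 617 bp, from 270 to 22282 bp. Together they cover 13.9% of the chromosome and hold 72.7% of the deposited PhoB ChIP signal and 22% of the control signal. Their listed fold enrichment runs from 1.75 to 8.55 with a median of 3.81, and 724 of them have a p-value of at most 1e-04. Averaged over each region, the ratio of PhoB ChIP to control signal was at least 5 in 101 regions and at least 3 in 190. Over the regions, the listed fold enrichment and this ratio were correlated with a Spearman rho of 0.899; this is a correlation across regions of 1 pair of libraries, which are not independent replicates. Of 27120 windows of 200 bp outside the listed regions, 1 reached a ratio of 3 and 0 a ratio of 5.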

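Of the 929 listed regions, 288 have a value of at least 5 in the table's fold enrichment column and a p-value of at most 1e-04, 433 have at least 4, 186 at least 6 and 0 at least 32. In these 288 regions the mean PhoB ChIP signal was a median of 3.6 times the control, against 1.11 times in the other listed regions. When the highest signal of each library within 100 bp of the summit was compared instead, the median ratio was 8.24 and the highest 131. Over windows of 200 bp outside the listed regions the median ratio was 0.314. The value of 1.11 therefore does not mark an absence of enrichment. At the promoters of Table 1 the enrichment value and its p-value identify a single listed region for 4 genes, given here as positions on the PA14 chromosome. The region of *glpQ* (404448 to 405828) had a highest PhoB ChIP signal of 1115 against 33 in the control, a ratio of 34.4 after scaling. The ratio was 9.37 for *oprO* (1872133 to 1873496), 6.1 for PA14_13330 (1144339 to 1144893) and 4.46 for PA14_20491 (1759545 to 1760965). For *grtA*, *ugd* and PA14_56560, 5, 17 and 3 regions share the value and the p-value of Table 1, so the region was not identified; their ratios lay between 14.1 and 131.

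**Figure D4:**
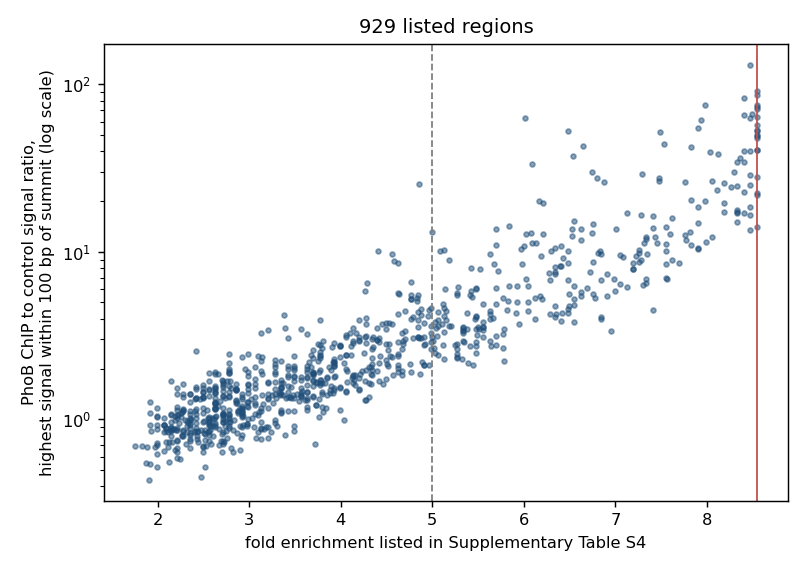
Ratio of PhoB ChIP to control signal at the summit (vertical axis, logarithmic) against the fold enrichment listed in Supplementary Table S4 (horizontal axis) for the 929 listed regions; the dashed line marks 5 and the red line 8.55. The listed values end at 8.55, while the signal ratios at that end run up to 131.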

As many as 276 of those genomic regions showed at least 32-fold enrichment in the ChIP-seq approach (log_2_FC ≥ 5, *P*-value ≤ 10^−^^4^). A total of 91.7% of these regions were located within 200 base pairs (bp) upstream of the putative translation start sites (ATG) of altogether 590 genes as some of the enriched regions could be assigned to two adjacent genes with opposite orientation. We next applied a motif search using the MEME suite (27) on those promoter regions whose respective genes exhibited a PhoB dependent regulation of expression (as listed in Supplementary Table S3) and were identified in the ChIP-seq experiments to bind PhoB. Figure 3A displays the sequence logo with the PhoB consensus sequence. A bipartite motif containing two (T)GTCAT boxes separated by a spacer of 5 nt can be recognized which is very similar to that described previously (13).

**Figure 3.**
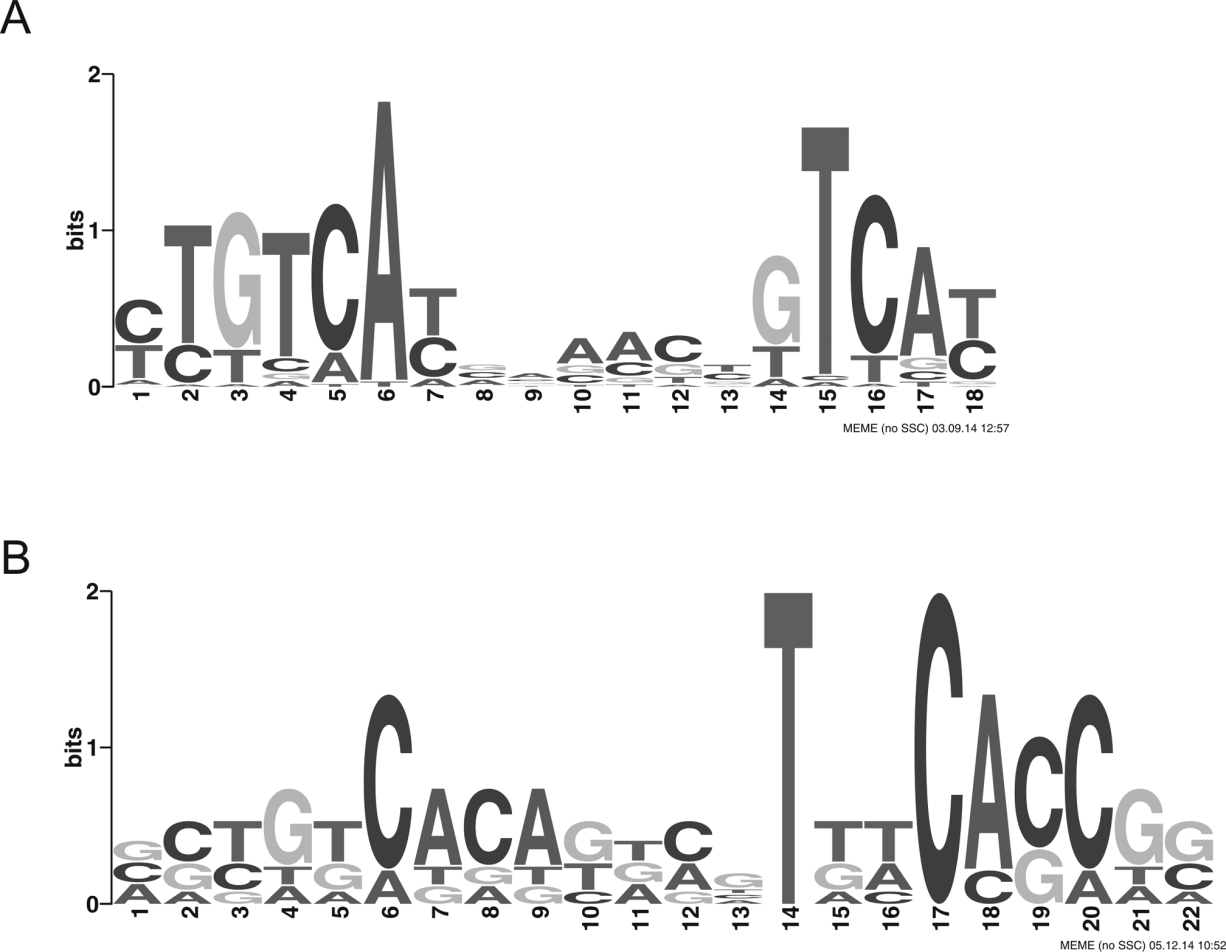
(**A**) PhoB binding consensus sequence recovered *de novo* in the promoters of genes showing PhoB-dependent regulation as confirmed by ChIP-seq and RNA-seq data. The motif is based on 30 out of the 40 submitted promoters. The *E*-value of the motif computed with MEME (36) is 2.9 × 10^−33^. (**B**) TctD binding consensus sequence recovered *de novo* in the promoters of nine genes showing TctD-dependent regulation (Supplementary Table S3).

We also applied a motif search on those promoter regions whose respective genes exhibited a TctD dependent regulation of expression (overall eight promoter regions). The putative TctD binding motif is depicted in Figure 3B.

### Defining the primary PhoB regulon

To further characterize the primary regulon of PhoB, we identified those genes that (i) exhibited a PhoB dependent regulation of expression (106 genes, as listed in Supplementary Table S3), (ii) were identified in the ChIP-seq experiments to bind PhoB in the promoter region (590 genes) and (iii) displayed a PhoB motif (Figure 3A) in their promoter region (720 genes) (41). A total of 188 genes fulfilled at least two of those three criteria (Figure 4A) and are listed in Supplementary Table S5. 

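Of the 188 genes of Supplementary Table S5, 40 are among the differentially expressed genes of the Δ*phoB* mutant in Supplementary Table S3, 38 of them downregulated and 2 upregulated. In the edgeR analysis, 163 of the 188 were tested, and 28 were downregulated and 2 upregulated. The genes that are not in Supplementary Table S3 entered the regulon by PhoB binding and a PhoB motif. 122 of them were tested, outside Table 1, and their median log2FC in the Δ*phoB* mutant was −0.03. The medians of 10000 random lists of the same size matched on expression lay between −0.09 and 0.05 for the middle 95% of lists. All 155 tested regulon genes outside Table 1, which include genes called in Supplementary Table S3, had a median of −0.11. This lay below the middle 95% of their random lists, −0.08 to 0.05. The random lists left out the paper's downregulated genes, some of which are among the 155. A lower median was therefore partly built in and does not show a fall of the regulon as a whole. None of the 25 genes from PA14_15350 to PA14_15610 is in the regulon. The paper added ChIP-seq to the transcriptome data to tell direct from indirect regulation by PhoB, and defines the genes that met at least 2 of its 3 criteria as the primary PhoB regulon.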

To functionally profile genes of the primary PhoB regulon, we used the PseudoCAP annotation (30). Two functional groups (‘Secreted factors’ and ‘related to phage, transposon or plasmid’) were strongly enriched in the group of PhoB dependent genes (Figure 4B). 

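In Supplementary Table S5, 9 genes carry the class of secreted factors and 7 the class related to phage, transposon or plasmid. All 9 genes for secreted factors were tested, and 3 were downregulated in the Δ*phoB* mutant, among them PA14_13330 (log2FC −4.49) and PA14_56560 (log2FC −2.98) of Table 1. The log2FCs of the class lay between −4.49 and 0.43 with a median of −0.24. Of the phage, transposon or plasmid genes, 5 were tested, with log2FCs between −1.41 and 0.37, and none passed the thresholds of edgeR's quasi-likelihood test. In Supplementary Table S3 the class has 11 genes, 9 of them in the block PA14_15350 to PA14_15610.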

Interestingly, for all but one (PA0696) of the *tctD/phoB* co-regulated genes, a PhoB as well as a TctD binding motif (Figure 3, Table 1) was found in the promoter region. In contrast only a TctD binding motif was found in the promoter region of the *tctD* gene and the o*pdHtctCBA* operon. These results indicate that while TctD regulates expression of its encoding gene and the o*pdHtctCBA* operon, both, TctD as well as PhoB act as transcriptional regulators on a common subset of genes. However, rather than exhibiting a coherent activity the transcriptional regulators PhoB and TctD seem to act as opponents.

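The opposite signs were shared by 8 of the 9 genes of Table 1, whose log2FCs were between −7.56 and −1.93 in the Δ*phoB* mutant and between 1.32 and 1.98 in the *tctD* mutant, while *ugd* rose in the *tctD* mutant (log2FC 1.80) and did not change beyond the spread between replicates in the Δ*phoB* mutant (log2FC 0.33). For all co-regulated genes but PA14_55320 (PA0696), the paper found a motif of each regulator in the promoter. It proposes that PhoB and TctD act on a common subset of genes, and that they seem to act as opponents.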

**Figure 4.**
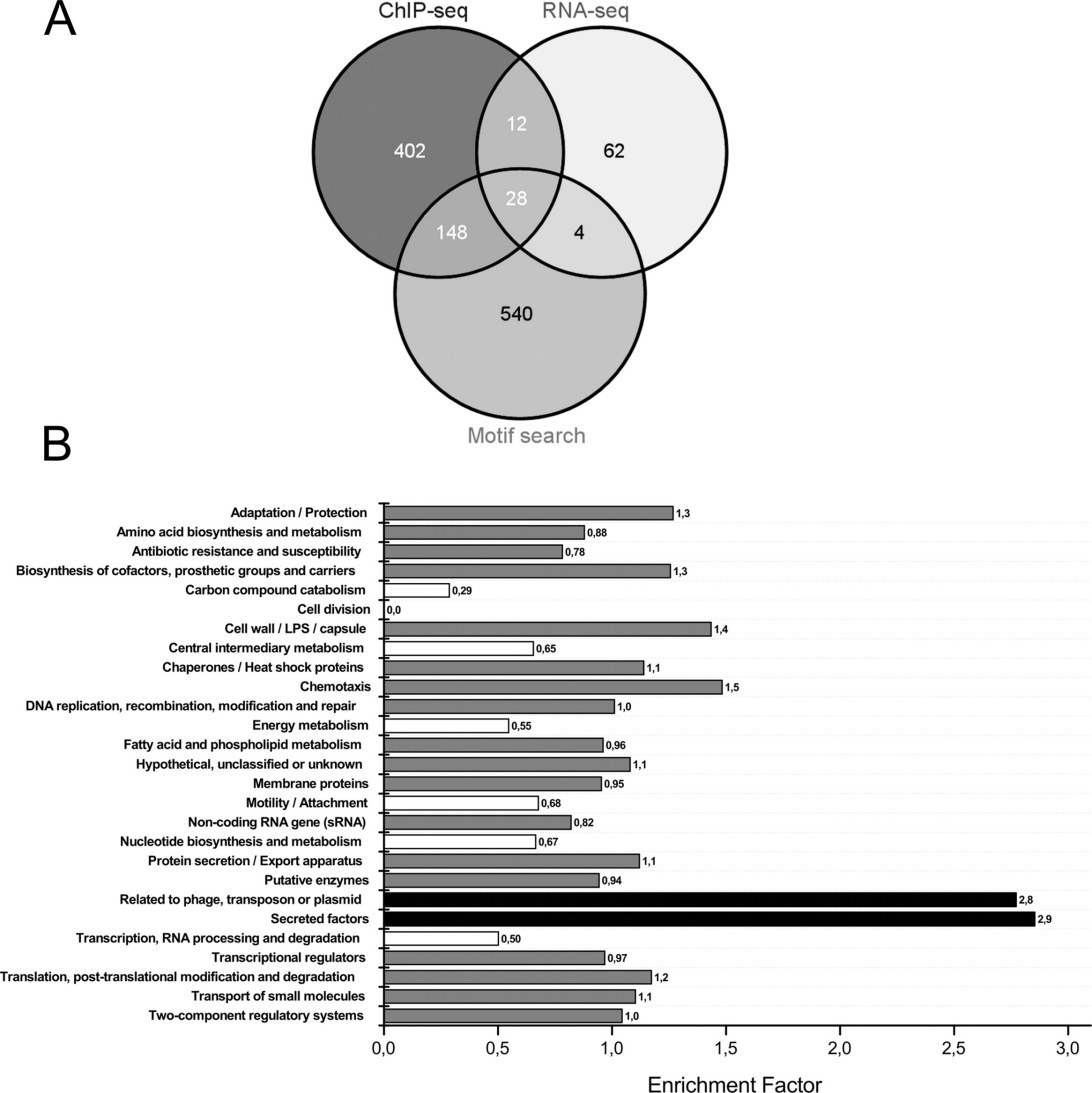
(**A**) Quantitative analysis of the PhoB regulon using ChIP-seq, RNA-seq and motif data. Genes in all intersections except RNA-seq/Motif search were defined as parts of the primary PhoB regulon. (**B**) Functional analysis of the PhoB regulon in terms of enrichment of Pseudocap classes. Significantly overrepresented classes (Enrichment values ≥ 1.5, *P*-value ≤ 0.05) are shown in black, while underrepresented classes (Enrichment values ≤ 0.66) are shown in white.

### Consensus PhoB/TctD binding box

Since our split *Gaussia* protein fragment complementation assay indicated a functional protein-protein interaction of PhoB and TctD, we hypothesized that this interaction might be due to simultaneous binding of the two RRs to the promoter regions of the co-regulated genes. We therefore used the sequence of the seven promoter regions of the co-regulated genes as the basis for elucidating the *de novo* binding motif of a combined binding of PhoB and TctD. Remarkably, as depicted in Figure 5 we found for six of the seven promoter regions a consensus sequence, which comprises the PhoB box and if extended by additional 22 nt also the TctD binding motif. The sixth promoter region (PA3910)—albeit also containing both the PhoB and the TctD binding motif—exhibited a longer interspace region. These results suggest that PhoB and TctD bind as homo-dimers to the DNA at a close and defined distance to each other. To confirm DNA binding activity of the two RRs we performed mobility shift assays of suitable 200 bp DNA fragments containing in the 5′ flanking regions of three exemplarily chosen genes that harbored the PhoB/TctD binding motif (*glpQ*, PA14_56560 and *ugd*). Thirty micromolar of TctD (maximal concentration which could be applied) partially shifted the DNA, whereas already lower concentrations of PhoB to completely shift the DNA, indicating a stronger binding affinity of PhoB under the applied *in vitro* conditions. Under the same stringent conditions, both proteins failed to associate to a 200-bp DNA fragment of the coding region of the *gltA* gene, used as a negative control for binding specificity (Figure 6). Simultaneous addition of PhoB and TctD lead to more defined and slightly super-shifted bands, indicating a specific recognition of the promoter regions by PhoB and TctD.

**Figure 5.**
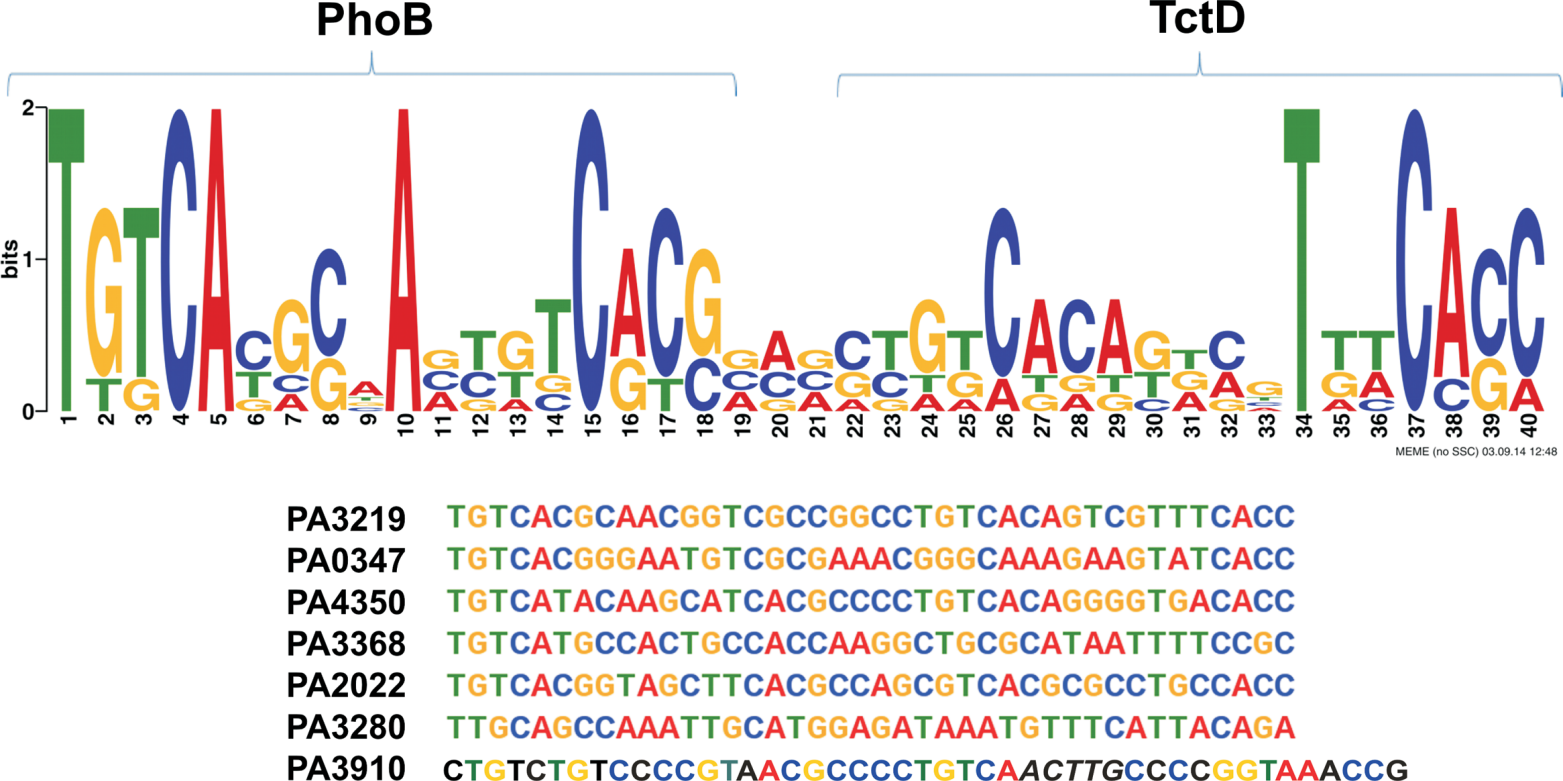
PhoB-TctD consensus binding box found *de novo* in the promoters of co-regulated genes. The aligned promoter sequences are ordered from top to bottom by increasing *P*-values as returned by MEME. Only the strongly conserved sequences found in the first 6 promoters were used to build the position weight matrix. The PhoB-TctD box present in the PA3910 promoter has a 5bp longer spacer (shown in italics) than the consensus motif. In the PA3910 sequence only the nucleotides present at least once at the corresponding positions in the consensus alignment are colored.

**Figure 6.**
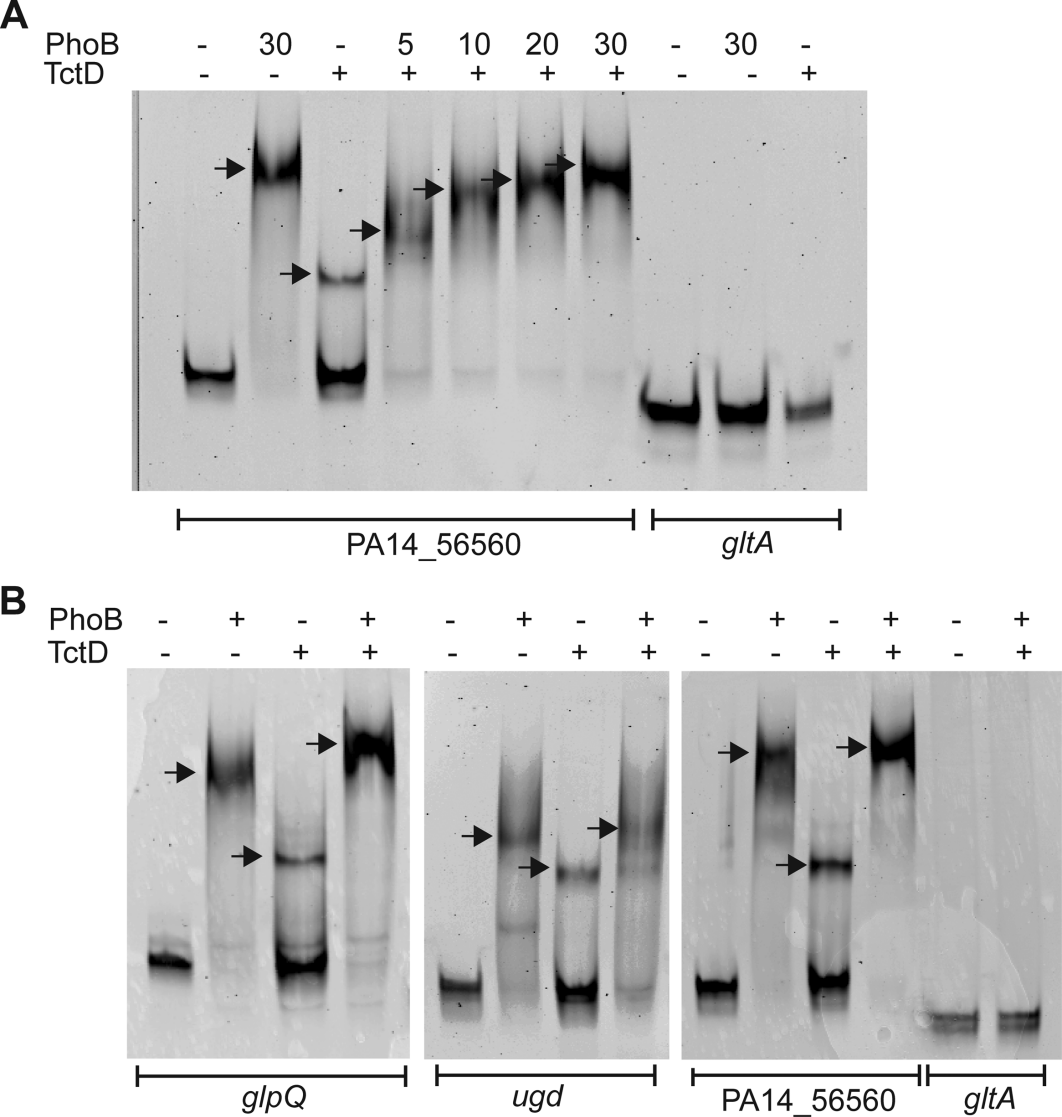
Electrophoretic Mobility Shift Assay (EMSA) of IRDye 700-labeld DNA probes in the presence of PhoB and TctD. The promoter regions of selected genes carrying putative PhoB- and TctD-binding motifs were amplified and incubated with purified PhoB and TctD, respectively. (**A**) Promoter region of PA14_56560 was incubated with 30 μM TctD and varying concentrations of PhoB given in μM. (**B**) Selected promoter probes were incubated with 30 μM PhoB (+) and 30 μM TctD (+). A DNA probe of *gltA* served as a non-specific control. Each experiment was performed at least in triplicates.

### Functional profiling of PhoB and TctD activity

In order to further evaluate the activity of the two RRs on the promoter region of the co-regulated genes, we generated in addition to the *phoB* deletion mutant, also a *tctD* deletion and a double *phoB-tctD* deletion mutant in the PAO1 strain background. We then used RT-PCR to monitor gene expression of *glpQ, ugd* and *oprO* (harboring the PhoB/TctD motif) as well as of the TctD regulated gene *opdH* in the PAO1 wild-type and the respective mutants. The promoter of *ugd, glpQ* and *oprO* were clearly active in the PAO1 wild-type and their activity was reduced in the *phoB* and *phoB-tctD* double mutant (Mann–Whitney test *P* < 0.05) indicating that PhoB acts as a transcriptional activator (Figure 7A). These results corroborate the results of the RNA-seq analysis of the *phoB* mutant as compared to its PA14 wild-type (Table 1). Of note, RT-PCR in PAO1 revealed that also *ugd* which harbors a PhoB/TctD motif in its promoter region is positively regulated by PhoB (which was not found to be differentially regulated in the global RNA-seq analysis of the PA14 *phoB* mutant). In contrast, RT-PCR analysis revealed that gene expression of *ugd, glpQ* and *oprO* was enhanced in the *tctD* mutant. As opposed to this, the promoter activity of the *opdH* gene was reduced in the *tctD* and the *phoB-tctD* double mutant (Mann–Whintey test *P* < 0.05). These results indicate that TctD counteracts the activity of PhoB on the promoter region of the co-regulated genes.

**Figure 7.**
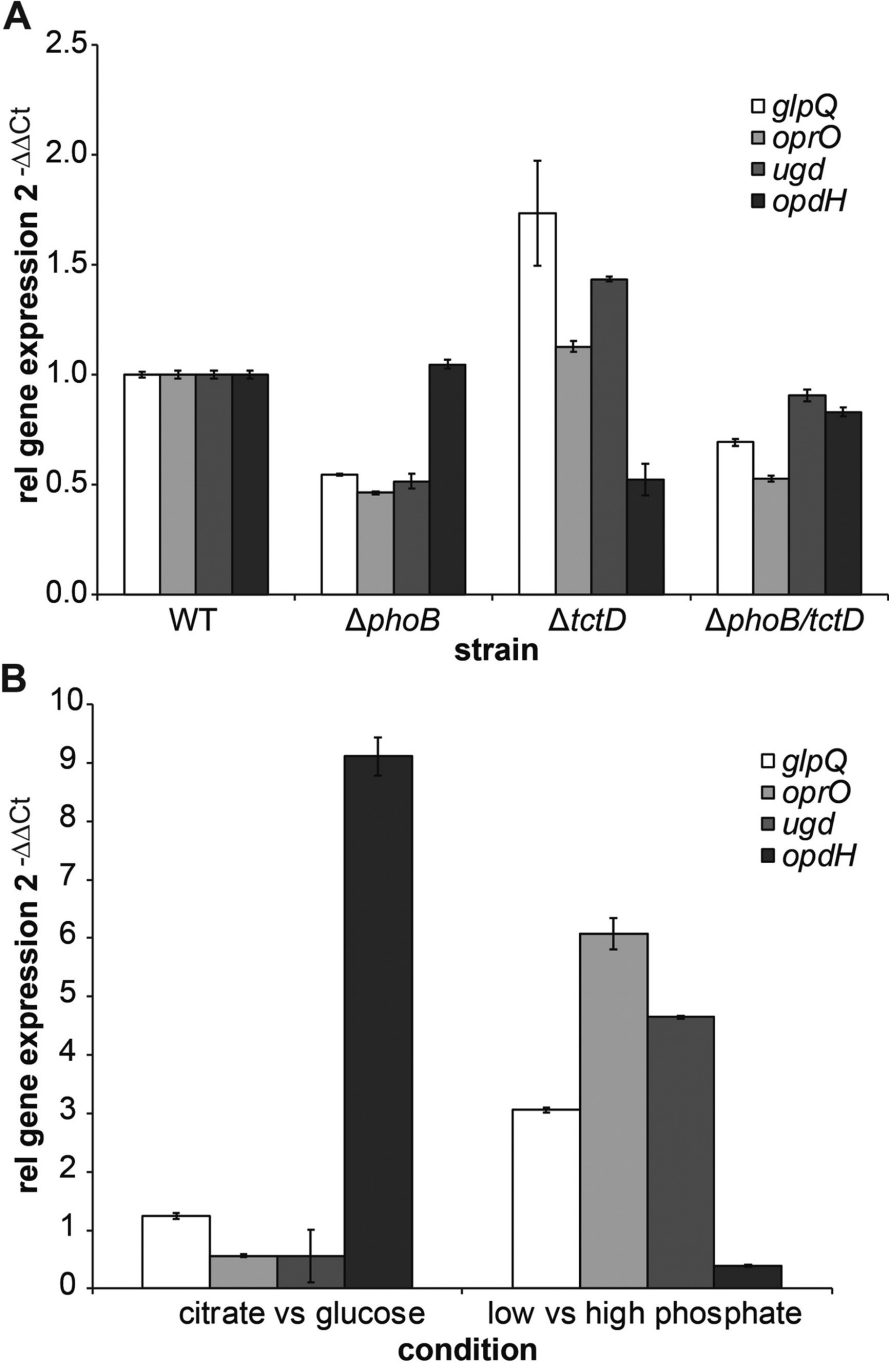
Quantitative analysis of gene expression of PhoB- and TctD-regulated targets. mRNA expression levels were determined by real-time RT-PCR assay using SYBR^®^-Green. The threshold cycle (Ct) values were used to quantify the PCR product, and the relative expression level of the target genes was expressed as 2^−ΔΔCt^. Expression was normalized against the ribosomal gene *rpsL* (ΔCt). (**A**) *Pseudomonas aeruginosa* PAO1 wild-type, Δ*phoB*, Δ*tctD* and Δ*phoB*Δ*tctD* cells were cultivated in LB medium and the expression profile of selected genes in mutants was normalized to wild-type (ΔΔCt). (**B**) *P. aeruginosa* PAO1 wild-type was cultured either in DeMoss medium supplemented with low phosphate and high phosphate, respectively, or M9 minimal medium with 10 mM citrate or 10 mM glucose. The relative expressions were calculated from at least three biological and two technical replicas.

To extend the picture, the PA14 wild-type was also cultivated under conditions, which either favored or inhibited *phoB* expression (DeMoss medium supplemented with low phosphate and high phosphate concentrations, respectively) or *tctD* expression (M9 minimal medium with 10 mM citrate or 10 mM glucose) (Figure 7B). The *tctD* or *tctD/phoB* mutants were not able to grow with citrate as sole carbon source. As expected, the three co-regulated genes *glpQ, oprO* and *ugd* exhibited increased expression under low phosphate conditions. Furthermore as reported before, we observed a strong induction of *opdH* expression if bacteria were grown in citrate (38), corroborating the finding that TctD activates *opdH* expression.

## DISCUSSION

Protein–protein interactions are important for the majority of biological functions and thus are subject of intensive studies (40). In recent years the extreme sensitivity of the *Gaussia princeps* luciferase GLuc has been exploited for the development of PCA to study the dynamics of protein–protein interactions in mammalian cells *in vitro* and *in vivo* (41,42). Furthermore, this system has been used to study protein–protein interactions in live bacterial cells (20). Beside its small size, GLuc possesses several advantageous characteristics: it is very stable over a wide pH range and in the presence of reactive compounds, its substrate can permeate cell membranes and GLuc does not require any cofactors to be active (43).

In this study, we demonstrated that the substrate coelenterazine which is oxidized by GLuc clearly penetrates the cell membranes of *P. aeruginosa* although we observed striking differences between the two *P. aeruginosa* strains PAO1 and PA14. The luminescence signals in a GLuc expressing PAO1 strain exceeded those of the GLuc expressing PA14 strains. Remarkably, this seemed to be due to either a lower penetration of the substrate through the PA14 membrane or due to an increased active export of the substrate from the cytoplasm, since the luminescence signal intensities did not differ between the two strains when the cells were lysed.

The split-GLuc PCA was successfully applied to systematically search for functional interactions of a diverse array of RRs of the PhoB/OmpR subfamily with PhoB in *P. aeruginosa*. The assay revealed a positive luminescence signal if split PhoB-CGluc and TctD-NGluc were introduced into PAO1, indicating a functional interaction of the two RRs *in vivo*. By the use of transcriptional profiling, ChIP-seq and a global motif scan we uncovered the regulons of the two RRs. The regulon of TctD is rather small and comprised overall 10 genes/operons including the *tctD* gene itself and the o*pdHtctCBA* operon. The respective promoter regions of the latter harbored a singular TctD binding motif. However, for seven of the remaining eight promoter regions we identified strong TctD and PhoB motifs. Interestingly in six of those promoters this was a quadripartite binding motif of PhoB/TctD while in one promoter region both a TctD and a PhoB motif was present, albeit with a larger spacing between the two motifs. It is reasonable to assume that a simultaneous binding of the two RRs to those promoter regions induced a positive luminescence signal of the split luciferase, albeit it cannot be excluded that the two RRs also functionally interact and associate before binding to their respective bipartite DNA binding sites. However, the regulons of PhoB and TctD are very different in size. Whereas we identified only 10 TctD binding sites, the primary PhoB regulon—as determined here by applying a combinatorial approach using ChIP-seq, RNA-seq and a motif scan—comprises as many as 188 direct PhoB binging sites throughout the chromosome. The activity of the large majority of those PhoB binding promoter regions was not affected by the absence or presence of TctD, indicating that functional interaction of PhoB and TctD may apply selectively at the promoter region of the TctD/PhoB co-regulated genes/operon structures.

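Of the 163 tested genes of Supplementary Table S5, 1, PA14_56560, passed the thresholds in the *tctD* mutant in the edgeR analysis. edgeR's exact test gave 8 genes and DESeq2's Wald test 4. A log2FC above 1 was seen for 17 of the 163 genes and one below −1 for 2, and 30 had an unadjusted p under 0.05. Outside Table 1, the median log2FC of the 155 tested genes in the *tctD* mutant was 0.16, above all of 10000 random lists of the same size matched on expression, whose medians lay between −0.07 and 0.05 for the middle 95% of lists; against wild-type replicate 1 alone it was at percentile 99.2. For the 122 of these genes that are not in Supplementary Table S3 the median was 0.10 (percentile 99.8), and their shift was at percentile 84.4 against wild-type replicate 1 alone and at percentile 80.7 with *tctD* mutant replicate 2 alone, within the middle 95% of random lists.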

Exemplary testing of three promoter regions of the co-regulated genes revealed that both RRs bind to the promoter regions as demonstrated by gel shift assays. However, the transcriptional regulators PhoB and TctD seem to act as opponents rather than exhibiting a cooperative activity. RNA-seq and RT-PCR analyses revealed that expression of selected genes was clearly dependent on PhoB, whereas presence of TctD repressed gene expression. Thus, it seems that binding of TctD directly down-stream of the PhoB DNA binding site represses transcription by inhibiting PhoB-dependent transcriptional activation of gene expression. Binding of TctD could repress transcription in two ways: either physically blocking the access of the RNA polymerase to the promoter or altering the topology of DNA in the vicinity of the promoter, thus impairing transcription initiation. Of note, all PhoB/TctD DNA binding sites were found within 73 and 227 base pairs upstream of the start codon and there was no strong −10/−35 motif, indicating that alternative sigma factors might be additionally involved in gene regulation.

PhoB/TctD cross-regulation at the level of binding of the RRs to adjacent DNA motifs on selected promoter regions seems to provide an effective way to integrate various environmental signals and to coordinate gene expression in the opportunistic pathogen *P. aeruginosa*. The two two-component RRs are phosphorylated by distinct histidine kinases that sense the availability of carbon sources and phosphate, respectively. The perception and the integration of those two important environmental signals is achieved by a simple titration of the relative amounts of the two phosphorylated RR exhibiting an activating versus an inhibitory activity, respectively. In conclusion, our results on two two-component signal transduction pathways in *P. aeruginosa* suggest that the bacteria might exploit cross-talk between them to adapt bacterial behavior to complex environments.

## DATA AVAILABILITY

All raw and processed data are available at the Gene Expression Omnibus (GEO) under the accession GSE64056.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Cross talk between the response regulators PhoB and TctD allows for the integration of diverse environmental signals in Pseudomonas aeruginosa
**Source:** Nucleic Acids Res. 2015 Jun 15;43(13):6413–25. doi: 10.1093/nar/gkv599
**Supplement:** SUPPLEMENTARY DATA

Cross talk between the response regulators PhoB and TctD allows for the integration of diverse environmental signals in Pseudomonas aeruginosa — SUPPLEMENTARY DATA 

# Cross talk between the response regulators PhoB and TctD allows for the integration of diverse environmental signals in *Pseudomonas aeruginosa*

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: Cross talk between the response regulators PhoB and TctD allows for the integration of diverse environmental signals in Pseudomonas aeruginosa
**Source:** Nucleic Acids Res. 2015 Jun 15;43(13):6413–25. doi: 10.1093/nar/gkv599
**Supplement:** SUPPLEMENTARY DATA

**Supplementary Figure 1** Growth of PAO1 (OD_600_) (solid line) as well as the luminescence signal expressed as Relative Luminescence Units normalized to the bacterial OD_600_, RLU/OD_600_, was recorded over time under the addition of 0.1% L-arabinose. Mean RLU/OD_600_ values and standard deviation of three biological replicas are shown.

**Supplementary Table S1** Bacterial strains and plasmids used in this study.

**Supplementary Table S2** Primers used in this study.

**Supplementary Table S3** Differentially expressed genes in the *phoB* and *tctD* mutants as compared to the PA14 wild type.

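The table was made by MACS from 1 PhoB ChIP library and 1 control library. For each region it gives the start and end, the position of the summit counted from the start, the number of tags, −10 times the decimal logarithm of the p-value, the fold enrichment over the local background and a false discovery rate in percent. MACS counted at most 1 tag per position and strand and used an effective genome size of 5200000 bp.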

**Supplementary Table S4** PhoB ChIP-seq enriched regions as detected by the MACS software.

**Supplementary Table S5** Genes defined to belong to the PhoB primary regulon.

# Supplementary material for: Cross talk between the response regulators PhoB and TctD allows for the integration of diverse environmental signals in Pseudomonas aeruginosa
**Source:** Nucleic Acids Res. 2015 Jun 15;43(13):6413–25. doi: 10.1093/nar/gkv599
**Supplement:** SUPPLEMENTARY DATA

Table S1. Bacterial strains and plasmids used in this study

| *Escherichia coli*  DH5α | F^-^ endAl glnV44 thi-l recAl relAl gyrA96 deoR nupG φ8dlacZΔM15 Δ/lacZYA- argF)U169, hsdR17(rK- mK+), λ- | Woodcock et al., 1989 (50) |
| --- | --- | --- |
| *Escherichia coli*  S17-1 | C600::RP-4 2-(Tc::Mu) (Kn::Tn7) | Simon et al., 1983 |
| *Escherichia coli*  WM3064 | thi pro hsdR hsdM+recA ThrB1004 pro thi rpsL hsdS lacZΔM15 RP4-1360 Δ(araBAD)567 ΔdapA1341::[erm pir(wt)] | W. W. Metcalf, University of Illinois, Urbana |
| *Escherichia coli* BL21 (DE3) | F^-^ ompT hsdSB(rB^-^ mB^-^) gal dcm | Stratagene |
| PA14 | *Pseudomonas aeruginosa*  type strain | Liberati et al., 2006 (21) |
| PAO1 | *Pseudomonas aeruginosa*  type strain | Jacobs et al., 2003 (51) |
| PAO1 Δ*phoB* | Markerless deletion mutant of *phoB* | This study |
| PA14 Δ*phoB* | Markerless deletion mutant of *phoB* | This study |
| PA14 *tctD:tn* | RNA-seq was done with transposon mutant | Liberati et al., 2006 (21) |
| PAO1 *ΔtctD:FRT* | *tctD* deletion mutant | This study |
| PAO1 Δ*phoB*Δ*tctD*:*Gm* | *phoB tctD* double deletion mutant | This study |
| pUCP20 | Amp/Cb | West et al., 1994 |
| pHERD20T | Amp/Cb | Qiu et al., 2008 |
| pET21a(+) | Amp/Cb | Novagen |
| pBAD24-*gluc* | Plasmid bearing codon optimized gaussia luciferase encoding gene | R. Gerlach (35) |
| pHERD20T-*gluc* | Gluc gene cloned together with synthetic RBS site into EcoRI and XbaI | This study |
| pHERD20T*gluc*NNfus | Containing N and C-terminal Split-halves of *gluc* | This study |
| pHERD20T-P_BAD_-RR-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* | This study |
| pHERD20T-P_BAD_-*phoB*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *phoB* | This study |
| pHERD20T-P_BAD_-*bfmR*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *bfmR* | This study |
| pHERD20T-P_BAD_-*creB*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *creB* | This study |
| pHERD20T-P_BAD_-*gltR*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *gltR* | This study |
| pHERD20T-P_BAD_-*amgR*-N*gluc*-*phoB-*C*glc* | Fusion of C*gluc* with *phoB* and N*gluc* with *amgR* | This study |
| pHERD20T-P_BAD_-*pmrA*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *pmrA* | This study |
| pHERD20T-P_BAD_-*kdpE*-Ngluc-*phoB-*Cgluc | Fusion of C*gluc* with *phoB* and N*gluc* with *kdpE* | This study |
| pHERD20T-P_BAD_-*PA1437*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *PA1437* | This study |
| pHERD20T-P_BAD_-*parR*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *parR* | This study |
| pHERD20T-P_BAD_-*copR*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *copR* | This study |
| pHERD20T-P_BAD_-*creB*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *creB* | This study |
| pHERD20T-P_BAD_-*PA4381*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *PA4381* | This study |
| pHERD20T-P_BAD_-*PA2479*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *PA2479* | This study |
| pHERD20T-P_BAD_-*PA0929*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *PA0929* | This study |
| pHERD20T-P_BAD_-*PA3077-*N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *PA3077* | This study |
| pHERD20T-P_BAD_-*PA 2523*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *PA2523* | This study |
| pHERD20T-P_BAD_-*PA 0765*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *PA0756* | This study |
| pHERD20T-P_BAD_-*pfeR*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *pfeR* | This study |
| pHERD20T-P_BAD_-*pilH*-N*gluc*-*phoB-*C*gluc* | Fusion of C*gluc* with *phoB* and N*gluc* with *pilH* | This study |
| pET21::phoB | *phoB* gene without stop codon cloned into NdeI-HindIII in MCS | This study |
| pET21::tctD | *tctD* gene without stop codon cloned into NdeI-XhoI in MCS | This study |
| \| pJN105 \|  \| 12 \| \| --- \| --- \| --- \| | Broad-host-range low-copy-number vector pBBR1-MCS5 harboring *araC*-P*_BAD_* cassette from pBAD18, Gm^r^ |  |
| pJN105-RBS-sigX-his8 | phoB ORF with optimized start and stop codon, preceding RBS and C-terminal 8×His coding sequence cloned into pJN105 using EcoRI and XbaI sites, Gm^r^ | This study |
| pUCP20 rev BamHI-*gluc*-EcoRI | *gluc* gene cloned in reverse order to lacZ promoter | This study |
| pPS586 | Gmr cassette flanked by FRT sites, Apr, Gmr | Hoang et al., 1998 |
| pEX18Ap | Plasmid for gene replacement; oriT+ sacB+, Ap^r^ | Hoang et al., 1998 |

# Supplementary material for: Cross talk between the response regulators PhoB and TctD allows for the integration of diverse environmental signals in Pseudomonas aeruginosa
**Source:** Nucleic Acids Res. 2015 Jun 15;43(13):6413–25. doi: 10.1093/nar/gkv599
**Supplement:** SUPPLEMENTARY DATA

Table S2. Primers used in the study

How the deposited data were processed for this re-analysis (not part of the article)

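RNA-seq was analysed in 6 libraries, 2 each of the PA14 wild-type, the Δ*phoB* mutant and the *tctD* transposon mutant, and ChIP-seq in 1 PhoB library and 1 control library. For RNA-seq, the authors mapped the reads to the PA14 genome with Stampy and deposited raw counts of reads per gene. For ChIP-seq, the authors aligned the reads with Bowtie and deposited the signal as coverage per base and strand, with positions without signal left out; replicates were not made. The authors' MACS 1.4.2 regions with their fold enrichment and p-values were read from Supplementary Table S4, and the gene lists from Supplementary Tables S3 and S5. The assignment of libraries to conditions came from the sample labels and the methods.

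From the counts, log2FCs were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, edgeR's filter with a minimum count of 10, quasi-likelihood test, all 6 libraries in one model without a replicate block). Standard errors were derived from the log2FC and the F statistic. A gene was called at a log2FC above 1 or below −1 and a Benjamini-Hochberg adjusted p under 0.05. The SD of a log2FC combines the spread of log2 CPM (TMM-normalized), with a prior count of 2, between the 2 libraries of each group. DESeq2 1.42.0 was used as an alternative. On simulated counts with 200 genes changed by a log2FC of 2, 94% were recovered with 4 false calls among 192 calls. The simulation gave genes of similar expression the same spread and changed only genes with a mean count of at least 10. It therefore does not give the recovery for genes with fewer reads or a larger spread between replicates. The 6 libraries held between 2049766 and 4189154 counts, of which between 48.2 and 78.8% were ribosomal RNA. At this depth genes with few reads, such as *glpQ* with 16 and 32 reads in the wild-type, carry a large counting error.

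Gene lists were compared with 10000 random lists matched in 20 bins of mean expression. The random lists left out the genes of the list itself, the paper's downregulated genes of the Δ*phoB* mutant, its *tctD* list and the block. Values for single libraries were taken as log2 of the CPM plus 1. From the ChIP coverage, both strands were added, each library was divided by its mean over the genome, and PhoB ChIP to control ratios were taken as the mean over a listed region or the highest signal within 100 bp of its summit. On 40 simulated regions, with scaling by the median outside the regions, the mean ratio was recovered within 2.16%. The scaling by the mean used for the main ratios was not tested on simulated regions. With single libraries no p-value was computed for ChIP-seq. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

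The genes named in the text were set by a rule before the counts were examined: every gene of Table 1, *phoB*, *phoR*, *tctD*, its neighbour PA14_54500, the *opdHtctCBA* operon, PA14_70740, in each mutant the 5 called genes with the largest rise and the 5 with the largest fall whose mutant libraries both lay on the same side of both wild-type libraries, and the block PA14_15340 to PA14_15610. *coxA* (PA14_01300) and PA14_54590 were added after the data had been seen, the former because Supplementary Table S3 does not list it and the latter as the gene after the operon. The alternatives tried were DESeq2's Wald test, edgeR's exact test, DESeq2's size factors, no filter, only the 2 groups compared, the replicate block with the numbers of the labels, a log2FC threshold of 1.5, the data without the block, each library left out in turn, and for ChIP-seq other thresholds, scalings and windows. Chosen after the data had been seen were the replicate block with the numbers of the Δ*phoB* or of the *tctD* mutant libraries crossed, and the data without ribosomal RNA genes. A genome annotation and the genome sequence were not used here, so the distance of regions to start codons, the overlap of bound promoters with expression and the scan for PhoB boxes were not analysed here.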

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

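The tests in this part were chosen after the genes and the window had been found and before the tested values were computed, except that of read-through from the transposon, which was set before the data were examined, and the comparison of the window with the enrichment of the regions beside it, which was chosen only after the result was seen.

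In the Δ*phoB* mutant, 3 genes passed the thresholds that Supplementary Table S3 does not list: *coxA* (PA14_01300, log2FC 1.58), *coIII* (PA14_01320, log2FC 1.81) and *aspA* (PA14_71650, log2FC 2.55). They stand out as signals outside the genes the paper reports, each with both Δ*phoB* libraries above both wild-type libraries. *coxG* (PA14_01310, log2FC 2.17), between the former pair by locus tag, is in the paper's list. The Δ*phoB* libraries differed, with 330 and 1369 reads on *aspA*, 188 and 432 on *coxA* and 108 and 290 on *coIII*. A rise carried by a single Δ*phoB* library was tested by leaving out each of them; the lowest log2FC of the 3 genes was then 1.02. With each wild-type library left out, the lowest was 1.37. These fits leave 1 library in a group and use genes called for their rise, so they do not tell whether a single library carries it. *aspA* was no longer past the thresholds with DESeq2's Wald test (log2FC 2.54), *coxA* in the data without the block PA14_15340 to PA14_15610 (log2FC 1.58), and both with the replicate block and crossed numbers in the *tctD* mutant (log2FC 2.32 and 1.51). A difference between the cultures pooled for each library was not tested, so the rise cannot be told apart from it, and no biological explanation was tested.

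Outside the listed ChIP regions, the highest ratio of PhoB ChIP to control signal in a 200-bp window, with each library scaled by its mean, was 3.71, at 739801 to 740000 on the PA14 chromosome, with a mean signal of 113 in the PhoB library and 30.9 in the control. The nearest listed region is 490 bp away, within the 500 bp set beforehand for the shoulder of a listed region. The region 490 bp away is less enriched than the window, with a listed fold enrichment of 2.71, a mean ratio of 0.591 and a ratio at the summit of 1.07, which goes against a shoulder of that region. On the other side, the region 732315 to 738581 ends 1220 bp before the window and has a mean ratio of 2.02 and a ratio at the summit of 4.18, so signal spreading from it cannot be told apart. With 1 library of each kind no spread is known, and no biological explanation was tested.

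*tctD* (PA14_54510) is listed in Supplementary Table S3 without a value. In the counts it rose in its own transposon mutant by a log2FC of 2.60. Read-through from the transposon was tested on the genes next to it: the rise reached 3.54 at PA14_54580, the last gene treated here as part of the *opdHtctCBA* operon. Since the position and direction of the insertion were not used here and a loss of repression by TctD could give the same pattern, the 2 cannot be told apart in these libraries. The paper's RT-PCR in PAO1, with *opdH* reduced in the *tctD* deletion mutants, goes against repression of *opdH* in that strain.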

How the results depend on the processing

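The alternatives named here were set before the data were examined, except the replicate block with crossed numbers in either mutant and the fit without ribosomal RNA genes, which were chosen after seeing the data. The number of downregulated genes in the Δ*phoB* mutant, 73, was within 1.5 times this value in every fit run, with 103 in edgeR's exact test and 88 with the replicate block, except without the block PA14_15340 to PA14_15610, where it was 47. The 7 upregulated genes became 11 with DESeq2's Wald test, 31 with edgeR's exact test, 14 without the filter, 14 with the replicate block and 3 without the block PA14_15340 to PA14_15610, and from 8 to 11 across the 2 fits that each left out a *tctD* mutant library. With crossed replicate numbers in the Δ*phoB* mutant the replicate block gave 81 downregulated and 10 upregulated genes, with crossed numbers in the *tctD* mutant 60 and 6, and without ribosomal RNA genes 75 and 8.

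In the *tctD* mutant, the 7 upregulated genes became 17 with edgeR's exact test, which also gave 1 downregulated gene in place of 0. In the quasi-likelihood test, 142 genes had a negative log2FC with an unadjusted p under 0.05, 42 of them below −1. Many of the tested genes reach such a p by chance, so this is not a count of downregulated genes. The number of genes changed in both mutants in opposite directions was 1, against 3 with DESeq2's Wald test, 7 with the exact test, 4 without the filter and 0 with only the 2 groups compared (22 genes had log2FCs beyond 1 of opposite sign with an unadjusted p under 0.05 in both mutants in the quasi-likelihood test of all libraries); no fit with a library left out keeps 2 libraries in all groups, so none is given for it. Genes of the primary regulon changed in the *tctD* mutant numbered 1, against 4 with DESeq2's Wald test, 8 with the exact test, 4 without the filter and 0 with only the 2 groups compared, and from 0 to 0 across the 2 fits that each left out a Δ*phoB* library (30 had an unadjusted p under 0.05 in the quasi-likelihood test of all libraries). The cause of these changes was not tested. With the replicate block, the fit gave 7 upregulated genes in the *tctD* mutant and 1 gene changed in both.

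The 288 listed regions at a fold enrichment of 5 became 433 at 4, 186 at 6 and 0 at 32, and stayed 288 with a false discovery rate of at most 1%. The 101 regions with at least 5 times the control signal became 390 when scaled by the median signal outside the listed regions, 214 for the highest signal within 100 bp of the summit, 190 at a ratio of at least 3 and 0 at 32. At the 4 co-regulated promoters matched to a single region, the median ratio of 7.73 became 4.85 as the mean over the listed region, 23.8 with the median scaling and 8.85 within 50 bp of the summit. The share of regions near a start codon, the overlap of PhoB-bound and PhoB-dependent genes and the promoters with a PhoB box match, with all their alternatives, were not run.

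For single named genes, none of the log2FCs changed sign in a fit that kept 2 libraries in both compared groups. Of 1008 values of 60 log2FCs, 52 changed otherwise: 24 came past the thresholds, 15 no longer did, 5 of these with the replicate block and crossed numbers in the *tctD* mutant, and 13 moved by more than the spread between replicates when a library was left out. For the 9 genes of Table 1 the log2FC in the *tctD* mutant stayed positive in every fit run, as can be expected for genes the paper selected from these libraries, while the number past the thresholds ran from 0 to 7.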

Differences from the paper's values

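The paper gives 14 differentially expressed genes in the *tctD* mutant, and the edgeR quasi-likelihood test gave 7 upregulated genes. Supplementary Table S3 lists 15 genes for this mutant. The comparison here used the 14 of the text. Of the alternatives set before the data were examined, DESeq2's Wald test (10 genes), the fit without the filter (10 genes) and edgeR's exact test (17 genes) came within 1.5 times the paper's value; DESeq2's size factors (7), only the 2 groups compared (6), the replicate block (7), a log2FC threshold of 1.5 (7), the data without the block PA14_15340 to PA14_15610 (7) and the fits without a Δ*phoB* library (6 and 6) did not.

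Supplementary Table S3 of the paper lists 8 genes as changed in both mutants in opposite directions, against 1 here. With edgeR's exact test the number was 7, within 1.5 times the paper's; with DESeq2's Wald test it was 3, without the filter 4, with only the 2 groups compared 0, and with the other alternatives set before the data were examined 1.

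The paper gives *opdH* as activated by TctD, from RT-PCR in PAO1, where it was reduced in *tctD* deletion mutants in LB medium. It also reports a strong induction of *opdH* by growth in citrate. In the PA14 libraries its log2FC in the *tctD* mutant was 6.63, an increase, as it also is in Supplementary Table S3. The paper describes its ChIP-seq threshold of 5 as a log2FC; 288 regions of Supplementary Table S4 have a value of at least 5 in the column named fold enrichment, and 0 have a value of at least 32.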

Other observations

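The tests of the chromosome segment without ChIP signal, of the ceiling on the fold enrichment, of the PhoB-dependent gene list in the *tctD* mutant and between the wild-type libraries, and of runs of neighbouring genes were chosen only after the result was seen; for the block of genes, the comparison with genes of similar wild-type expression was planned beforehand and computed after other values of the block had been seen.

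The block PA14_15350 to PA14_15610, which holds 24 of the 96 downregulated genes of the paper (25.0%), may be missing from the Δ*phoB* strain. Of its 23 tested genes, 22 were downregulated, and at most 2.12% of the wild-type CPM was left on any of them. Among 64 other downregulated genes of Supplementary Table S3 with a wild-type CPM in the range of the block genes, the median was 12.3%, but 6 genes had no more left than the highest value of the block, so the size of the fall does not tell a loss of DNA from a strong dependence on PhoB. The block includes *tnpR*, *merA* and *traK*, and the reads on *guaA* before it did not fall. Direct activation by PhoB could not be judged either. A segment that may correspond to the block holds 0 listed regions and has almost no control signal, while between the approximate positions of the block given next, which that segment covers only in part, lies 1 listed region, 1332170 to 1332786, with a listed fold enrichment of 5.06 and a ratio at the summit of 3.93.

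That segment, 1300857 to 1327521 (26665 bp), had a mean signal of 0.0432 in the PhoB ChIP library and 0.104 in the control, against 10.8 and 31.2 on its left and 19.5 and 37.3 on its right. Interpolation of locus tag numbers between the regions of PA14_13330 and PA14_20491 puts PA14_15350 near 1317878 and PA14_15610 near 1340215, which is approximate. Repeated sequence left out in the alignment would give other gaps, and 0 other stretches of at least 300 bp without signal were found in either library. The pattern is consistent with a segment that is absent from the strains behind both ChIP libraries, while both RNA-seq wild-type libraries have reads on the block. Whether this segment is the block of genes was not tested, as the positions of the genes were not used here. Whether the host of tagged PhoB was the Δ*phoB* mutant or the wild-type cannot be told from the signal of 0.0432, since the control lacks the segment as well.

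All 7 ChIP values that Table 1 gives as log2FC occur in the fold enrichment column of Supplementary Table S4, which may hold them on a linear scale. Of the 4 promoters matched to a single region, all had a signal ratio closer to a linear than to a log2 reading with the scaling by the mean. With the scaling by the median this held for PA14_20491 (listed at 6.05, ratios 4.46 and 13.7) and *oprO* (listed at 7.08, ratios 9.37 and 28.8) and not for *glpQ* (listed at 8.40, ratios 34.4 and 106) and PA14_13330 (listed at 5.7, ratios 6.1 and 18.8). On a linear scale, with 1 tag per position and strand and 1217049 tags on 5200000 bp, the highest fold enrichment that can be reached is 8.55, and the highest one listed is 8.55, which is consistent with a linear scale. In 34 regions the listed value is within 0.2 of this ceiling, although the ratio of the highest PhoB ChIP to control signal at their summits ran from 13.4 to 131. Listed values near the ceiling may therefore not rank the strongest regions.

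The rise of the *opdHtctCBA* operon in the *tctD* transposon mutant fell from a log2FC of 6.63 at *opdH* to 3.54 at PA14_54580 and ended there. Read-through from the transposon could give this pattern, and so could a loss of repression by TctD. In these libraries the 2 cannot be told apart. By RT-PCR in PAO1 grown in LB medium, the paper found *opdH* reduced in the *tctD* deletion mutants, which goes against repression by TctD in that strain and medium.

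Of the paper's downregulated genes in the Δ*phoB* mutant, the 64 tested ones outside the *tctD* list and the block rose in the *tctD* mutant as a list, by a median log2FC of 0.38. This is above all (percentile 100) of 10000 random lists matched on expression, and 40 of the 64 genes had a positive log2FC. Against wild-type replicate 2 alone, the median was 0.31, again at percentile 100, so a low wild-type replicate 1 does not account for it. With 29 runs of neighbouring genes as the unit, the lowest percentile of 3 comparisons was again 100, and 20 of 29 runs had a positive mean. The absence of TctD may thus raise PhoB-dependent genes beyond Table 1, as a hypothesis tested on the data in which it was noticed; a difference between the cultures of the 2 strains, such as in phosphate supply, was not tested and cannot be told apart from it.

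*oprO* had a CPM of 12.7 in wild-type replicate 1 and 128 in replicate 2. The same 64 downregulated genes were higher in replicate 2 by a median of 0.14 on the log2 scale, at percentile 98.9 of random lists. The wild-type cultures may have differed in PhoB-dependent expression, though only 35 of 64 genes were higher in replicate 2. *oprO* was picked for its large difference, so its size cannot be set against the median of the list.

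In the Δ*phoB* mutant, the 122 tested genes of the primary regulon that are absent from Supplementary Table S3 had a median log2FC of −0.03. This lay at percentile 35.1 of random lists matched on expression. The 122 genes are those the paper did not call changed. The random lists also left out its downregulated genes, but not its upregulated ones. No fall of the median beyond that of random lists was seen, and a fall smaller than their spread cannot be ruled out. All 155 tested regulon genes outside Table 1, which include called genes, had a median of −0.11, at percentile 0.28. The random lists held none of the paper's downregulated genes, so this low percentile was partly built in.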
